# MicroRNA-155 Controls Exosome Synthesis and Promotes Gemcitabine Resistance in Pancreatic Ductal Adenocarcinoma

**DOI:** 10.1038/srep42339

**Published:** 2017-02-15

**Authors:** Manabu Mikamori, Daisaku Yamada, Hidetoshi Eguchi, Shinichiro Hasegawa, Tomoya Kishimoto, Yoshito Tomimaru, Tadafumi Asaoka, Takehiro Noda, Hiroshi Wada, Koichi Kawamoto, Kunihito Gotoh, Yutaka Takeda, Masahiro Tanemura, Masaki Mori, Yuichiro Doki

## Abstract

The cancer drug gemcitabine (GEM) is a key drug for treating pancreatic ductal adenocarcinoma (PDAC), but PDAC cells develop chemoresistance after long-term administration. Since the tolerance was immediately spread to every PDAC tissue in a patient, it is assumed that some certain efficient mechanisms underlay in the development of chemoresistance. Changes in the levels of particular microRNAs or alterations in intercellular communication play a dominant role in chemoresistance development, and recent data also suggest that exosomes play an important role in this process. In this study, we revealed that the loop conferred chemoresistance in PDAC cells. The loop was as follows; 1, The long-term exposure of GEM increased miR-155 expression in PDAC cells. 2, The increase of miR-155 induced two different functions; exosome secretion and chemoresistance ability via facilitating the anti-apoptotic activity. 3, Exosome deliver the miR-155 into the other PDAC cells and induce the following function. The target therapy to miR-155 or the exosome secretion effectively attenuated the chemoresistance, and these results were validated with both clinical samples and *in vivo* experiments. This mechanism represents a novel therapeutic target in GEM treatment to PDAC.

Pancreatic ductal adenocarcinoma (PDAC), a lethal neoplasm with a 5-year survival rate of approximately 5%, is increasing worldwide^1^,^2^,^3^,^4^. Several challenges must be overcome to improve the prognosis of this devastating malignancy: a lack of early detection because of the propensity for early local invasion or distant metastasis; limited treatment options; and an insufficient understanding of PDAC biology. Surgical resection remains the only curative treatment option, but only 20% of patients with PDAC are adopted for curative resection. Recent reports suggest that adjuvant chemotherapy following curative surgery significantly prolongs the overall survival time after surgery, and this approach is being adopted as a standard strategy^5^,^6^. Gemcitabine (GEM) is a key drug for treating PDAC, and it is commonly used for adjuvant chemotherapy. In fact, in the last decade, most PDAC patients have been treated with adjuvant GEM chemotherapy. Nonetheless, adjuvant chemotherapy with GEM only extends overall survival by about 6 months, with patients showing a median survival time of 22.1–23.6 months; this is not satisfactory one^5^,^7^. Although the majority of PDAC is sensitive to GEM at first, GEM cannot control PDAC for very long^8^, suggesting that PDAC develops resistance to GEM after prolonged exposure.

Some reports indicate that cell-cell interactions via exosomes or alterations in microRNA (miR) levels may play important roles in resistance development^9^,^10^. Exosomes, which are small (30–100 nm) vesicles that are secreted by various cells, mediate intercellular communication by transferring biologically active factors to recipient cells. MicroRNAs, which are ~21-nt RNA sequences that act as regulatory molecules, can target conserved sites in the 3′-untranslated regions (UTRs) of 5–100 mRNAs, thereby repressing the translation of the target mRNA^11^. Since one type of microRNA can affect the translation of many target mRNAs, alterations in the level of a single miRNA species can affect multiple cellular pathways. Either increases in exosome synthesis or alterations in microRNA levels could induce GEM resistance to PDAC, but the relationships of such changes and the underlying mechanisms remain unclear. We therefore considered two hypotheses. The first hypothesis was that alterations in the levels of a single type of microRNA in response to long-term GEM exposure induce exosome synthesis. This increase in exosomes could then mediate interactions between cancer cells, and the resulting exchange of biologically active factors would lead to GEM resistance. The second hypothesis was that exosome secretion by GEM-resistant cells delivers microRNAs that induce GEM resistance in other cells.

Notably, the mechanisms underlying GEM resistance have both clinical and biological relevance. We investigated these mechanisms using a GEM-resistant PDAC cell line that was established by long-term exposure of PDAC cells to GEM. We then validated our findings in clinical samples (i.e. resected specimens) by analyzing the miRNA levels along with the corresponding information of patient who had adjuvant GEM chemotherapy or post-recurrence chemotherapy. Here we report that one microRNA, namely miR-155, was detected in a comprehensive transcriptome survey of GEM-resistant PDAC cells and that it controls exosome secretion, thereby inducing GEM resistance in PDAC. These findings were validated in clinical samples and in a murine xenograft model.

## Results

### miR-155 overexpression in GEM-resistant PDAC cells and in exosomes that lead to GEM resistance

Stable GEM-resistant Panc1 (Panc1-GR) cells (Fig. 1A) secreted more exosomes than the parental Panc1 (Panc1-Pt) cells (Fig. 1B). There was not the difference in the growth of these two cell lines in stable state. The increase of apoptosis ratio after GEM treatment was lower in GEM-resistant cell lines (Supplementary Fig. 1A and B). The exosomes from GEM-resistant cells elicited GEM resistance in GEM-sensitive cells (Fig. 1C), as reported previously^12^,^13^.

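Panc1 is an established human cell line derived from pancreatic ductal adenocarcinoma. Total RNA of the parental cells (Panc1-Pt) and of 3 gemcitabine-resistant clones (Panc1-GR1, Panc1-GR3 and Panc1-GR4) was labelled with a single dye and hybridised to Toray 3D-Gene miRNA arrays, with 1 array for each. The resistant cells had been selected by raising the GEM concentration from 2 to 30 ng/ml over 2 months. The Panc1-Pt array had no replicate, and the 3 clones were taken as the replicates of Panc1-GR (n = 3). Every ratio divides by this 1 Panc1-Pt array, so an SD of the 3 ratios leaves out the error of the Panc1-Pt measurement. Clones are named by the deposited labels of their arrays. Each array carried 1719 miRNA probes with 1 spot each, and 1248 blank spots. The authors deposited the raw spot intensity of every array, and a table of normalized intensity from which the background had been subtracted. In that table each array was scaled so that the median of its own valid miRNAs was 25. From the raw intensities, the mean of the central 95% of the blank spots was subtracted as background, and a spot was taken as valid when it exceeded the background by 2 SD. Each array was then divided by the mean of its valid miRNAs, as the description of the processing states. The limit for a valid spot was 19.8 on the Panc1-Pt array, above the 17.7, 15.6 and 16.0 of the arrays labelled Panc1-GR1, Panc1-GR3 and Panc1-GR4. The number of valid miRNAs was 650 for Panc1-Pt, and 676, 760 and 890 for the clones in the same order. In the deposited table these numbers were 729, 734, 805 and 938. A single probe, hsa-miR-4454, took between 45.9% and 56.3% of the summed intensity of each array. The deposited table, scaled to the median, was used as an alternative beside the scaling to the mean. The small number of arrays limits the precision of every value.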

To identify candidate miRNAs that might be involved in the development of GEM resistance, we performed miRNA microarray studies. Of the 1719 miRNAs, 32 miRNA species showed marked changes in expression in Panc1-GR cells vs. Panc1-Pt cells. 

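Of the 1719 miRNAs on the array, 1107 were valid on at least 1 of the 4 arrays and 486 were valid on all of them. Only these 486 have a ratio to Panc1-Pt on every clone array. A further 60 miRNAs were valid on the arrays of all 3 clones but not on that of Panc1-Pt, and 58 were valid on the Panc1-Pt array alone. After scaling to the array mean, the median log2 ratio to Panc1-Pt over the 486 miRNAs was -0.44, -0.24 and 0.33 on the arrays labelled Panc1-GR1, Panc1-GR3 and Panc1-GR4. In the authors' deposited values, where 521 miRNAs were valid on every array, the medians were 0.23, 0.32 and 0.90. By limma with Benjamini-Hochberg adjustment, which here assumes that the single Panc1-Pt array varies like the clones, 0 miRNAs were higher and 0 were lower in Panc1-GR. Moderation gave every miRNA the same standard error, 0.60, so limma ranked them by log2 difference alone. In simulated data limma recovered 3 of 100 true log2 changes of 1, so most 2.0-fold changes would be missed. At an unadjusted p under 0.05, limma gave 2 higher and 10 lower miRNAs. Student's t-test, which the paper names for continuous variables in general, gave 6 higher and 5 lower miRNAs at this level, and 0 in either direction after adjustment. On the authors' values, limma called 2 miRNAs higher and 0 lower after adjustment, and 51 and 3 without it. With 1 array against 3, an exact permutation test has 4 splits and cannot give a p below 0.25.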

A total of 30 miRNAs showed at least a 2.0-fold increase, and 2 miRNAs showed a 0.5-fold decrease (Fig. 1D, Supplementary Table 1). 

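With each array scaled to the mean of its valid miRNAs, 1 miRNA was at least 2.0-fold higher than in Panc1-Pt on all 3 clone arrays, and 4 were at 0.5-fold or less on all 3. In the authors' deposited values, the numbers were 27 and 2. The miRNA raised under the first scaling was hsa-miR-29b-1*, with an average ratio of 3.35 ± 1.10 (SD, n = 3 clones). Its log2 difference by limma was 1.69 (standard error 0.60, as for every miRNA), and it was not called after adjustment. In the authors' values the difference was 2.26 (standard error 0.58), and hsa-miR-29b-1* and hsa-miR-4521 were the miRNAs called higher there. The lowered miRNAs were hsa-miR-3620 at an average ratio of 0.207 ± 0.013 (SD, n = 3), hsa-miR-373* at 0.270 ± 0.051, hsa-miR-3917 at 0.333 ± 0.069 and hsa-miR-34a at 0.372 ± 0.124. Only 1 of the 4 was still measured when the dimmest 25% of miRNAs were left out, so the ratios of the others rest on dim signal. By limma, the log2 difference of hsa-miR-3620 was -2.28 (shared standard error 0.60, adjusted p = 0.087), and it was lower on 3 of 3 clone arrays. In the authors' values its adjusted p by limma was 0.225, and its average ratio was 0.312 ± 0.034 (SD, n = 3). Of the 30 raised miRNAs in Supplementary Table 1, 20 were valid on all 4 arrays, and all 20 were above the Panc1-Pt level on every clone array. Without any scaling, 14 of the 20 were. At 2.0-fold or more on every clone array, there was 1 of the 30 with mean scaling and 23 of the 30 in the authors' values. By the average of the 3 clones, all 30 were at 2.0-fold or more in the authors' values, with a lowest average of 2.03, among 88 miRNAs in total. These include miRNAs close to the detection limit on the Panc1-Pt array, whose ratios are less certain. These miRNAs had been chosen on the same arrays and are no independent evidence. The other 2 leading miRNAs of the list, hsa-miR-4521 and hsa-miR-362-3p, were not valid on the Panc1-Pt array and had no ratio. They were valid there in the authors' values, at intensities of 8.65 and 9.10, close to the lowest valid intensity of that array, so no fold is given for them. The second lowered miRNA of the list, hsa-miR-323-5p, was not valid on the array labelled Panc1-GR3. Over the whole array, 0 miRNAs were raised and 26 were lowered without any scaling, and with quantile normalization 20 were raised and 2 were lowered.

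**Figure D1:**
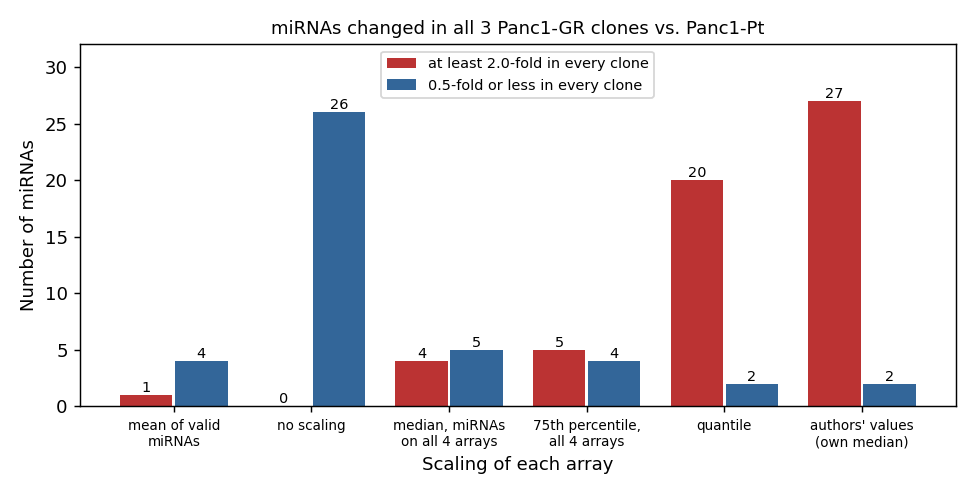
Number of miRNAs (vertical axis) at least 2.0-fold higher (red) or at 0.5-fold or less (blue) on all 3 Panc1-GR arrays relative to Panc1-Pt, for 6 ways of scaling the arrays (horizontal axis). The number raised lies between 0 without scaling and 27 in the authors' values, and the number lowered between 26 and 2.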

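Supplementary Table 1 lists 32 miRNAs, and 30 of them were valid on all 3 Panc1-GR arrays (31 in the authors' deposited table). In the list are the 6 candidates hsa-miR-424, hsa-miR-155, hsa-miR-720, hsa-miR-1913, hsa-miR-1280 and hsa-miR-1285. In the authors' normalized intensity, where the median valid miRNA is at 25, each candidate was at 102 or more on every clone array. None of the other 26 listed miRNAs exceeded the lowest candidate value on every clone array, and the median of their mean intensities on the clones was 29.3. On single arrays the groups overlapped. The candidate hsa-miR-1285 was at 102 and 112 on the arrays labelled Panc1-GR3 and Panc1-GR4. There hsa-miR-503 was at 109 and 129, and hsa-miR-181d was at 98.0 and 173. Intensities of different probes do not rank the expression of their miRNAs, and these values show only the signal over background of each probe. On the Panc1-Pt array, the candidates were at 48.5 or more and the other listed miRNAs had a median of 10.4 and a highest value of 51.7, that of the lowered hsa-miR-3620. The lowest valid intensity of the array was 7.41. Scaled to the array mean, the average ratio to Panc1-Pt was 2.21 ± 0.66 (SD, n = 3 clones) for hsa-miR-424, 1.79 ± 0.40 for hsa-miR-720, 1.70 ± 0.33 for hsa-miR-1913, 1.66 ± 0.19 for hsa-miR-1280 and 1.49 ± 0.07 for hsa-miR-1285. In the authors' values these ratios were 3.322, 2.69, 2.56, 2.51 and 2.23. On each of the 3 clone arrays, the mean-scaled ratio of hsa-miR-424 was above those of hsa-miR-720, hsa-miR-1913, hsa-miR-1280 and hsa-miR-1285, and after normexp background correction this held on 2 of the 3. Without any scaling, 4 of the 6 candidates were above the Panc1-Pt level on every clone array.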

We excluded 26 of these miRNAs because their expression was undetectable in Panc1-GR cells or because they were non-functional miRNAs; thus, there were 6 miRNAs that were considered candidates for inducing GEM resistance (Fig. 1E). Of these microRNAs, miR-155 showed the second highest alteration in expression, with an average 3.20-fold increase in expression in each of the Panc1-GR cells (Pan1-GR1, 3 and 4) vs. Panc1-Pt cells, and only this microRNA had been reported previously to be related to chemoresistance^14^,^15^. 

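In the authors' deposited values, the normalized intensity of miR-155 was 89.4 on the Panc1-Pt array and 252, 184 and 388 on the arrays labelled Panc1-GR1, Panc1-GR3 and Panc1-GR4. The average ratio to Panc1-Pt was 3.073 ± 1.16 (SD, n = 3 clones). Scaled to the mean of the valid miRNAs, the ratios were 1.79, 1.41 and 2.93, with an average of 2.04 ± 0.79 (SD, n = 3). Scaled to the median of the miRNAs valid on all 4 arrays, the average was 2.05 ± 0.38, and without scaling it was 1.64. The average lay above 1 under each scaling tried, but without scaling the array labelled Panc1-GR3 had a ratio of 0.971. Fig. 1E does not follow the deposited labels of the arrays for GR3 and GR4. On the mean-scaled values miR-155 was higher on 3 of 3 clone arrays, and without scaling on 2 of 3. By limma on the mean-scaled values, its log2 difference between Panc1-GR and Panc1-Pt was 0.96 (standard error 0.60 as for every miRNA, adjusted p = 0.997). On the authors' values it was 1.55 (standard error 0.58, adjusted p = 0.336 by limma), and over all alternatives the adjusted p lay between 0.336 and 0.999. With 1 clone left out in turn, the average ratio lay between 1.60 and 2.36. Among the 486 miRNAs valid on all arrays, miR-155 ranked 5 by mean log2 ratio, and among the 521 of the authors' values it ranked 10. A scaling factor per array does not change such a rank, but the set of valid miRNAs does. Among the 6 candidates it ranked 2 by average ratio, in both the mean-scaled and the authors' values. It ranked 1 without the array labelled Panc1-GR3 and 1 by the Panc1-GR1 array alone, which shares a slide with Panc1-Pt. After normexp background correction and quantile normalization it ranked 4. The offset of 50 added there draws the ratios of dim probes towards 1 most. In the authors' values miR-155 was at 89.4 on Panc1-Pt, against 3450 for hsa-miR-720 and 5337 for hsa-miR-1280. The rank of 4 may therefore reflect brightness. From the rank of 2, and from earlier reports that tie miR-155 alone among the candidates to chemoresistance, the paper reasons that it should be studied further.

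**Figure D2:**
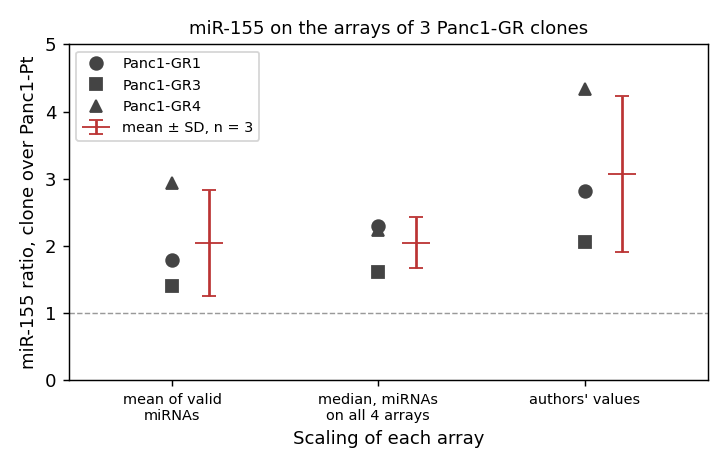
Ratio of miR-155 intensity on each Panc1-GR array to that on the Panc1-Pt array (vertical axis, linear) under 3 ways of scaling (horizontal axis). Symbols are single clones by their deposited labels, the red line and bars are the mean and SD of the 3 clones, and the dashed line marks a ratio of 1. The mean is 2.04, 2.05 and 3.073 from left to right.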

We therefore focused on miR-155 in further experiments after validating the upregulation of miR-155 both in cells and in exosomes using qRT-PCR (Fig. 1F and G).

### Patients receiving GEM treatment who show high miR-155 expression in their PDAC epithelial cancer cells show poor prognosis

To study the clinical significance of miR-155 expression, miR-155 levels were determined in PDAC epithelial cancer cell samples obtained by laser capture microdissection from 45 patients who received GEM chemotherapy after R0 resection (Fig. 2A). The expression level of miR-155 varied in the samples (Supplementary Fig. 2A), so we divided the patients into two groups according to the mean miR-155 expression value (high or low). We found that there were no significantly differences of clinicopathological characteristics by miR-155 expression (Supplementary Table 2). Kaplan-Meier survival analysis showed that both overall survival time (*P* = 0.008) and disease-free survival time (*P* = 0.021) were significantly shorter in the high miR-155 expression group (Fig. 2B). Multivariate analysis following univariate analysis of the clinicopathological findings revealed that patients with high miR-155 expression had significantly poorer prognosis compared to patients with low miR-155 expression (Supplementary Table 3). Of the 45 patients, we analyzed the data from 15 patients who underwent GEM adjuvant therapy following R0 curative surgery in greater detail to gain insights into the clinical course of GEM resistance. The overall survival time (*P* = 0.006) was distinctly different in the high vs. low miR-155 expression groups (Fig. 2C).

In order to develop a clinical biomarker, the expression levels of exosomal miR-155 in plasma were evaluated in 23 patients whose pre-surgical plasma samples were available, and there was a significant correlation between the expression level of miR-155 in primary samples and in the corresponding exosomes (r^2^ = 0.71, *P* < 0.01) (Fig. 2D). When patients were divided into two groups according to the mean exosomal miR-155 expression value (high or low), exosomal miR-155 expression was a significant predictive factor for disease-free survival time (*P* = 0.017), but not for overall survival time (*P* = 0.200), although this may be because of the small number of patients (Supplementary Fig. 2B). These results demonstrated that high miR-155 expression predicts GEM resistance in the clinical setting and that exosomal miR-155 expression reflects PDAC miR-155 expression. Therefore, exosomal miR-155 expression may be a useful clinical prediction tool, but further investigation for verification of our findings is needed.

### High miR-155 expression induces GEM resistance via anti-apoptotic activity

To further investigate miR-155 activity, we overexpressed miR-155 in GEM-sensitive PDAC cells. Pre-miR-155 was transfected into parental PDAC cells (PDAC-Pt-OE). This transfection induced marked overexpression of mature miR-155 that continued for 72 hours (Supplementary Fig. 3A). Mature miR-155 was expressed spontaneously by each parental PDAC cell line, but the expression was significantly lower than in each Panc1-GR cell (Supplementary Fig. 3B). Overexpression of miR-155 did not affect cell viability (Supplementary Fig. 3C), indicating that miR-155 did not affect cell cycle regulation or cell proliferation per se. However, PDAC cells that overexpressed pre-miR-155 showed GEM resistance (Fig. 3A), suggesting that miR-155 affected the mechanisms involved in PDAC cell apoptosis. Two different apoptosis assays conducted in three PDAC cell lines showed that miR-155 transduction resulted in remarkably strong anti-apoptotic activity in PDAC cells (Fig. 3B and C). TP53INP1, a well-known target of miR-155, is a pro-apoptotic stress-induced p53 target gene^16^. It was previously reported that GEM treatment induced apoptosis with TP53INP1 increase^17^. Both protein and mRNA of TP53INP1 expression were increased by GEM treatment in control PDAC cells as previously reported, however, PDAC cells that overexpressed miR-155 did not show increased TP53INP1 expression even after GEM treatment (Fig. 3D and E). These results support the conclusion that high miR-155 expression is related to GEM resistance via an anti-apoptotic pathway.

### Increased miR-155 expression increases exosome secretion and the miR-155 content of exosomes, leading to GEM resistance

To investigate whether alterations in miR-155 expression affected exosome secretion volume or contents, exosomes were isolated from PDAC cells transfected with pre-miR-155 or anti-miR-155. Pre-miR-155 transfection increased exosome secretion and the expression level of miR-155 in the exosome (Fig. 4A); conversely, anti-miR-155 transfection decreased exosome secretion and the expression level of miR-155 in the exosome (Fig. 4B). To visualize these changes in cells, multivesicular bodies (MVBs) were observed by electron microscopy. We found that the MVB density in cells was increased by pre-miR-155 transfection and inhibited by anti-miR-155 transfection, indicating that miR-155 expression regulates exosome biogenesis and secretion (Fig. 4C).

To assess the role of exosomes in chemoresistance, GEM-sensitive Panc1 cells were treated with 50 ng/ml GEM along with a certain number of exosomes isolated from cells under each condition. The exosomes, which were derived from Panc1 cells that were overexpressing miR-155, strongly induced GEM resistance and had anti-apoptotic activity that was as strong as that of exosomes from GEM-resistant Panc1 cells (Fig. 4D). To validate the effect of the exosome from another PDAC cell line, the MiaPaCa2 cell line was employed. The exosomes, which were derived from MiaPaCa2 cells that were overexpressing miR-155, also induced GEM resistance and enhanced the anti-apoptotic activity for Panc1 and MiaPaCa2 (Supplementary Fig. 5A and B). Interestingly, exosomes from GEM-resistant cells transfected with anti-miR-155 attenuated the induction of GEM resistance, even though the same number of exosomes were added to the cells (Fig. 4E). Moreover, the expression of miR-155 by cells treated with exosomes from Panc1 cells transfected with anti-miR-155 was not significantly different from the expression of miR-155 by cells treated with control exosomes (Supplementary Fig. 5D), despite the significant escalation of miR-155 expression in cells treated with exosomes from Panc1 cells transfected with pre-miR-155 (Fig. 4F). These findings suggest that miR-155 not only increases exosome secretion but also that it changes the content of exosomes, including the miR-155 content, which can then lead to GEM resistance. To clarify the role of the exosome expressing miR-155, the exosome isolated from the cells transfected with Alexa 488-labeled miR-155 were added to Panc1 cells. The transition of Alexa 488-labeled miR-155 supported that exosomes played a role of transporter (Fig. 4F–G), moreover, the cells decrease TP53INP1 expression when the exosomes expressing miR-155 are endocytosed into the cells under GEM treatment (Fig. 4G and Supplementary Fig. 5E). To ascertain this serial reaction in clinical samples, we investigated the expression of miR-155 and TP53INP1 at the same point in the tissue, and as expected, the expression of TP53INP1 was inversely related to that of miR-155 (Fig. 4H).

### Blocking exosome delivery ameliorates miR-155-induced GEM resistance

To clarify whether miR-155 by itself leads to GEM resistance or whether exosome delivery plays a dominant role, we used si*RAB27B* transfection to inhibit exosome secretion. After confirming that si*RAB27B* transfection efficiently downregulated RAB27B (Fig. 5A and B), we found that the number of exosomes was indeed reduced by RAB27B knockdown (Fig. 5C and D). Transfection with si*RAB27B* ameliorated the induction of GEM resistance in PDAC cells that were overexpressing miR-155 (Fig. 5E). Furthermore, RAB27B knockdown increased caspase-3/7 activity and the apoptotic cell ratio after GEM treatment, even in PDAC cells that were overexpressing miR-155 (Fig. 5F and G). These results suggest that miR-155 induces GEM resistance in PDAC cells not only due to its intrinsic functionality but also by increasing exosome secretion.

### Exosomes from cells overexpressing miR-155 induce GEM resistance in a murine xenograft model

To confirm that exosomes from cells that overexpress miR-155 play a role in GEM resistance *in vivo*, we used a subcutaneous murine xenograft model and the experimental schema shown in Fig. 6A. Exosome treatment which was isolated from cells that overexpress miR-155 significantly attenuated the loss in tumor volume and weight caused by GEM treatment compared with exosome treatment which was isolated from cells that negative control transfection or PBS treatment (Fig. 6B–D). A TUNEL assay performed on resected tumors showed a significant decrease in apoptotic cells in tumors treated with exosomes from cells that overexpress miR-155 (Fig. 6E). These experiments demonstrated that exosomes secreted by cells that overexpress miR-155 can induce GEM resistance in tumor tissues *in vivo*.

## Discussion

This study had three important findings. First, long-term exposure to GEM increased miR-155 expression in PDAC cells. Second, the miR-155 expression level was positively related to exosome secretion that promoted GEM resistance, a finding that was validated in clinical samples and in *in vivo* experiments. Third, increasing the miR-155 level in PDAC cells while blocking exosome secretion did not induce GEM resistance. This study thus provides insights into the mechanisms underlying the development of GEM resistance in PDAC cells, showing that the positive feedback process involves increased exosome secretion following increased miR-155 expression.

Several miRNAs have been reported to be associated with drug resistance to GEM^18^,^19^,^20^,^21^,^22^,^23^, and miR-155 was found previously to be an oncogene in a wide variety of cancers^24^. In PDAC, increased miR-155 levels lead to downregulation of its target genes, which include *Sel*-*1*-*like*^25^, Mut L homologue 1^26^, and TP53INP1^16^. A meta-analysis suggested that overall survival was significantly shorter in patients with high miR-155 expression in their tumors^27^, similar to our findings in clinical samples. The majority of miR-155 target genes are related to anti-apoptosis or to tumorigenicity^16^. Our experiments indicate that the PDAC cells overexpressing miR-155 significantly developed anti-apoptotic activity under GEM treatment despite no difference in a stable state. Meanwhile, there were small differences of cell viability in PDAC cells with or without pre-miR-155 transduction. These findings suggest that miR-155 plays the dominant role in survival against GEM treatment. We also found that high miR-155 expression led to increased exosome secretion. Since exosomes can transfer functional miRNAs to recipient cells^28^,^29^,^30^, these results raised the possibility that GEM chemoresistance was due only to high intracellular miR-155 levels. Alternatively, exosome secretion might also be involved. To investigate these possibilities, we performed RAB27B knockdown to inhibit exosome secretion and found that this ameliorated the induction of GEM resistance even in cells that were overexpressing miR-155. These data suggested that the acquisition of chemoresistance required the exosome secretion pathway. Exosome secretion is known to be related to cell growth state (proliferation), density, and artificial intervention. However, there is no obvious difference between the backgrounds of Panc1-Pt and GEM-resistant cell lines, as indicated in Supplementary Fig. 1A; meanwhile, the number of exosomes in the supernatant of GEM-resistant cell line increased (Fig. 1B). These findings suggest that the increase of exosomes in the supernatant of GEM-resistant cell lines was not induced by these general reasons. To clarify the role of the exosome in GEM-resistant stable cell lines, the identification of the phenotype of GEM-resistant cell lines is necessary. We regarded high miR-155 expression as a feature of GEM-resistant stable cell lines, and high expression of miR-155 on exosomes would indicate exosome origin. The exosome derived from GEM-resistant cell lines showed high expression of miR-155 (Fig. 1G), and the cells showed increased anti-apoptotic activity with decreased TP53INP1 expression when the exosomes expressing miR-155 were endocytosed into the cells (Fig. 4D–G).

PDAC cells effectively evade chemotherapy by a number of different processes and strategies. Among these, researchers are increasingly focusing on exosomes that act as mediators of intercellular communication^9^. Exosomes originate by inward budding into MVBs^31^. Upon MVB fusion with the plasma membrane, the intraluminal vesicles are released into the extracellular space as exosomes. These processes are regulated by many genes, e.g. the RAB family of genes, including RAB27A/B, RAB11, and RAB35^32^,^33^,^34^. Several studies have reported that high RAB27B expression is significantly associated with poor overall survival in cancer patients, indicating that increasing exosome secretion worsens patient prognosis by contributing to chemoresistance^35^,^36^. Although all mRNA species can be targeted by several miRNAs, few studies have addressed the relationship between miRNA expression and MVB formation. We found that the miR-155 expression level was positively related to the formation of MVBs, which may suggest that miR-155 controls certain genes related to exosome synthesis. To consider how miR-155 controls exosome synthesis, we are now conducting experiments to test further hypothesis. As described above, RAB proteins positively controlled intracellular vesicle transport^37^, and the Tre2-Bub2-Cdc16 (TBC) domain-containing RAB-specific GTPase-activation proteins (TBC/RABGAPs) are key members of the family of RAB regulators^38^. Our new hypothesis is that one of the target genes of miR-155, conserved TBC/RABGAPs genes, act as negative regulators of RAB family genes, and miR-155 may increase exosome secretion through the decrease of these inhibitors; this is because the Target Scan prediction algorithm indicated that miR-155 could target conserved sites of TBC/RABGAPs genes. Further research is needed to better understand the underlying mechanisms.

In summary, this work demonstrates a novel role for miRNA in inducing exosome release that leads to GEM resistance in PDAC. Our results suggest that miR-155 effectively elicits GEM resistance in PDAC cells via a positive feedback process. In this process, an increase in cellular miR-155 expression has anti-apoptotic effects and also leads to exosome release by the cell. The exosomes then deliver chemoresistance-related substances, including miR-155, to other cancer cells, and the recipient cells subsequently develop chemoresistance and show an increase in exosome synthesis. This process represents a novel target in PDAC therapy that could be exploited in order to reduce or eliminate GEM resistance and to help improve the prognosis of PDAC patients.

## Materials and Methods

### Cell culture and GEM treatment

This study used three PDAC cell lines (Panc1, MiaPaCa2, and PSN1 cell lines). Panc1 was obtained from the ATCC, MiaPaCa2 was obtained from Japan Cancer Resource Bank (Toyko, Japan), and PSN1 was obtained from ECACC. The cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum (FBS) with antibiotics and incubated at 37 °C in a humidified incubator with 5% CO_2_. The FBS was first depleted of bovine exosomes by overnight ultracentrifugation at 120,000 × g followed by filtration (0.22-μm filters). We used three stable GEM-resistant cell clones established from Panc1 cells and named them Panc1-GR1, -GR3, and -GR4 cells as reported previously^18^. GEM was purchased from Eli Lilly Pharmaceuticals (Indianapolis, IN, USA).

### Exosome purification

Exosomes were isolated as described previously^39^. Briefly, conditioned medium was harvested 48 hours after cell seeding. After centrifugation at 3000 *g* to remove cellular debris, the supernatant was filtered through 0.22-μm PVDF filter (Millipore) to remove large vesicles. Exoquick Exosome Precipitation Solution (System Biosciences) was added to the filtered culture medium and mixed well. After refrigeration for 12 h, the mixture was centrifuged at 1500 g for 30 min. Exosome pellets were resuspended with PBS. The protein concentrations were measured by the Bradford method using a protein assay kit (Bio-Rad) as previously reported^40^. To confirm the contents of the purified exosome samples, we performed immunoblotting to detect tetraspanin CD63 (Supplementary Fig. 6A). The size distribution of the exosomes in the culture supernatants was evaluated with the NanoSight LM10 system using Nanoparticle Tracking Analysis (NTA) software v2.3 (NanoSight Ltd, Amesbury, UK). The mean vesicle size in the samples was 89 nm (Supplementary Fig. 6B), in accordance with previous reports^35^,^41^. Purified exosomes were added to the culture medium at a concentration of 50 μg/ml. For plasma samples, exosome isolation was performed using ExoQuick Plasma prep and the Exosome precipitation kit (System Biosciences).

### RNA extraction

Total RNA, including the small RNA fraction, was extracted from cells using Trizol reagent (Invitrogen)^42^. Exosomal RNA was isolated using the mirVana PARIS Kit (Ambion) as described previously^28^. Briefly, 250 μg of exosomes were diluted with 250 μl of PBS, and 1 μl of a 1 nM solution of cel-miR-39 was added to each aliquot as an external control for the following experiment. Samples were treated by phenol extraction and filtered through a cartridge according to the manufacturer’s protocol. To characterize the exosomal RNA, we tested the integrity of the RNA in the exosome fraction and specifically investigated the enrichment of small RNAs using a 2100 Bioanalyzer (Agilent Technologies) (Supplementary Fig. 6C).

### qRT-PCR to detect microRNA and messenger RNA expression

The reverse transcription (RT) reaction for microRNA was performed with the TaqMan MicroRNA RT Kit (Applied Biosystems, Foster City, CA, USA), and quantitative real-time polymerase chain reaction (qRT-PCR) was performed using TaqMan MicroRNA Assays (Applied Biosystems) and the ABI7900HT system (Applied Biosystems). The data were analyzed according to the comparative CT method^43^.

For messenger RNA, complementary DNA was synthesized from total RNA using the SuperScript First-Strand Synthesis System (Invitrogen). qRT-PCR was performed using specific oligonucleotide primers and the LightCycler 480 Real-Time PCR system (Roche Diagnostics, Mannheim, Germany). To detect the amplification products, LightCycler-DNA master SYBR green I (Roche Diagnostics) was used as described previously^44^. The PCR primers are shown in Supplementary Table 4.

### MiRNA microarray experiments

Microarray analysis of the purified RNAs, which were obtained from Panc1-Pt and Panc1-GR1, -GR3, and -GR4 cells, was performed by Toray microRNA microarray system. Labeled RNAs were hybridized onto 3D-Gene Human miRNA Oligo chips (v.17.0; Toray Industries, Tokyo, Japan). Fluorescent signals were scanned with the 3D-Gene Scanner (Toray Industries, Japan) and analyzed using 3D-Gene Extraction software (Toray Industries, Japan). Raw and processed data from this analysis are deposited in the Gene Expression Omnibus (GEO) repository (accession number: GSE80616).

### Growth inhibition assay and determination of cell viability

Growth inhibition was assessed using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT; Sigma-Aldrich Co.) assay as described previously^45^. In brief, cells were incubated for 72 hours under several concentrations of GEM, and then cell viability was evaluated by absorbance using MTT solution. The results were expressed as the percentage of absorbance relative to that of untreated controls.

### Apoptosis assay

To quantify the level of cellular apoptosis, both caspase-3/7 activation and flow cytometry analysis of Annexin V were performed as described previously^46^,^47^. Gene-transfected PDAC cells were exposed for 72 hours to GEM; specifically, Panc1, MiaPaCa2, and PSN1 cells were incubated in 50 ng/ml, 50 ng/ml, and 10 ng/ml of GEM, respectively. Caspase-3/7 activity was evaluated using the caspase-Glo^®^ 3/7 Assay Kit from Promega (Madison, WI, USA), and the relative luminescence (RLU) was measured by a GloMax^®^ Microplate Luminometer (Promega). Apoptotic cells that were stained with Annexin V-FITC (BioVision Research Products, Mountain View, CA, USA) or propidium iodide (PI, BioVision Research Products) were counted by flow cytometry using the BD FACS Canto™ II system (BD Biosciences).

### Electron microscopy

Electron microscopy (Hitachi H-7650, Hitachi, Tokyo, Japan) was used to visualize multivesicular bodies (MVBs). Cells were fixed with Quetol-812 (Nissin EM, Tokyo, Japan) and cut into ultrathin (80-nm) sections using the Reichert-Jung Ultracut E (Reichert, Vienna, Austria). To quantify the MVBs, the volume density of MVBs was assessed in the cytoplasm of ten randomly chosen cells using ImageJ software (NIH, http://rsb.info.nih.gov/ij/).

### Transfection

All genes were transfected into cells using Lipofectamine RNAiMAX transfection reagent (Invitrogen)^19^. The precursor oligonucleotide of hsa-miR-155 (pre-miR-155), the antisense oligonucleotide inhibitor of hsa-miR-155 (anti-miR-155), and their scrambled oligonucleotides were obtained from Ambion Inc. (Austin, TX, USA). To visualize the transport of artificial microRNA, we used Alexa 488-conjugated mature miR-155 as follows: 5′-Alexa488 ssH amino linker UUAAUGCUAAUCGUGAUAGGGGU-3′; complementary: 5′-ACCCCUAUCACGAUUAGCAUUAA-3′ (Gene Design, Osaka, Japan). Small interfering RNA (siRNA) targeting *RAB27B* and a negative control oligonucleotide were purchased from Dharmacon (Thermo Fisher Scientific, Waltham, MA, USA) to inhibit exosome secretion. RAB27B GTPases were found previously to regulate the secretion of secretory exosomes^32^,^35^,^48^. Each gene and the corresponding negative control oligonucleotide were transfected.

### Protein detection

Immunoblotting or immunocytochemistry was performed to evaluate protein expression. For immunoblotting analysis, cellular and exosomal proteins were harvested with RIPA buffer^18^,^19^, and divided into aliquots that had a protein concentration of 1.0 μg/μl. Immunoblotting was performed using antibodies that detect CD63 (Santa Cruz), TP53INP1 (Santa Cruz), and ACTB (Sigma-Aldrich)^49^,^50^,^51^. Immunocytochemistry to detect RAB27B (Santa Cruz) and TP53INP1 was conducted on cells as described previously^52^. Antibody sources and dilutions are shown in Supplementary Table 4.

### Immunohistochemistry

Tissue samples of pancreatic cancer were obtained with institutional review board approval. Pancreatic cancer specimens were fixed in 4% paraformaldehyde for 48 hours, embedded in paraffin, and sectioned into 4.0-μm slices. Paraformaldehyde-fixed, paraffin-embedded pancreatic tissue sections were deparaffinized, hydrated, and incubated overnight at 4 °C with an anti-p53 DINP1 (1:500) from Abcam as the primary antibody. Bound antibodies were detected with biotin-conjugated secondary antibodies and diaminobenzidine (Vector Laboratories, Burlingame, CA) as a substrate, and the tissue slices were counterstained with hematoxylin.

### *In situ* hybridization

Super Sensitive One-Step Polymer-HRP ISH Detection System (Biogenex, Fremont, CA) was used for ISH in the present study according to the manufacturer’s protocol. Briefly, the ISH analysis was performed on 4.0-μm thick sections. Section were pre-digested with nucleic acid retrieval at 85 °C for 2 minutes and at 98 °C for 20 minutes, and pre-hybridized at 37 °C for 30 minutes, and hybridized with has-miR-155 fluorescenated oligo probe (BioGenex) at 42 °C for 2 hours. After washes, the sections were blocked with blocking buffer. For signal detection, anti-fluorescein antibody was used as primary antibody. Bound antibodies were detected with horse radish peroxidase-conjugated secondary antibodies and diaminobenzidine, and the tissue slices were counterstained with hematoxylin.

### Clinical samples

All patients provided written informed consent before inclusion in the study, and the study protocol was approved by the Human Ethics Review Committee of the Graduate School of Medicine, Osaka University (approval number 15319), which adhered to the guidelines of the Declaration of Helsinki. We analyzed samples from 45 consecutive PDAC patients who underwent histologically curative resection (R0) between March 2007 and August 2015 at Osaka University Hospital. To be eligible for inclusion, the patient must have received adjuvant chemotherapy or post-recurrence chemotherapy but not preoperative chemotherapy. Laser capture microdissection (LMD7000, Leica Microsystems GmbH, Wetzlar, Germany) was performed on resected specimens from these patients in order to collect epithelial adenocarcinoma lesions that were distinct from the surrounding stroma. Pre-surgical plasma samples were available from 23 of the 45 patients. The plasma levels of exosomal miR-155 were adjusted for body surface area.

### *In vivo* experiments

This study was approved by the Animal Experiments Committee, Osaka University (approval number, 25-045-006). It was performed in accordance with the National Institutes of Health guidelines for the use of experimental animals. Six-week-old female non-obese mice with diabetes/severe combined immunodeficiency were purchased from CLEA Japan and maintained in a pathogen-free environment. For the xenografts, Panc1 cells (1 × 10^6^) were subcutaneously transplanted in 100 μl PBS/Matrigel (BD Biosciences)^18^. Three times a week, either PBS or exosomes (10 μg) isolated from the supernatant of culture media from Panc1 cells overexpressing miR-155 or negative control were injected into a site adjacent to each tumor. The mice were administered GEM (125 mg/kg) intraperitoneally three times on days 17, 24, and 31 after xenograft transplantation. Subcutaneous tumor volume was calculated as follows: (greatest diameter) × (shortest diameter)^2^ × 0.5. GEM therapy was initiated when the tumor volume was 60–100 mm^3^. Mice were euthanized on day 39. The tumor tissue sections were stained with hematoxylin and eosin; alternatively, a TUNEL assay was performed on the sections using an *in situ* cell death detection kit (Roche Diagnostics).

### Statistical analysis

The clinicopathological parameters were compared using Fisher’s exact test, and continuous variables were compared using the Student’s t-test. The survival curves were computed using the Kaplan-Meier method. Cox’s regression was performed for multivariate survival analysis to determine the main independent risk factors for overall survival or disease-free survival. Correlations were determined using Pearson’s correlation. The level of significance was set at *P* ≤ 0.01 or *P* ≤ 0.05. All statistical analyses were performed with the IBM SPSS 20.0 software package (IBM Japan, Tokyo, Japan).

## Additional Information

**How to cite this article:** Mikamori, M. *et al*. MicroRNA-155 Controls Exosome Synthesis and Promotes Gemcitabine Resistance in Pancreatic Ductal Adenocarcinoma. *Sci. Rep.* **7**, 42339; doi: 10.1038/srep42339 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
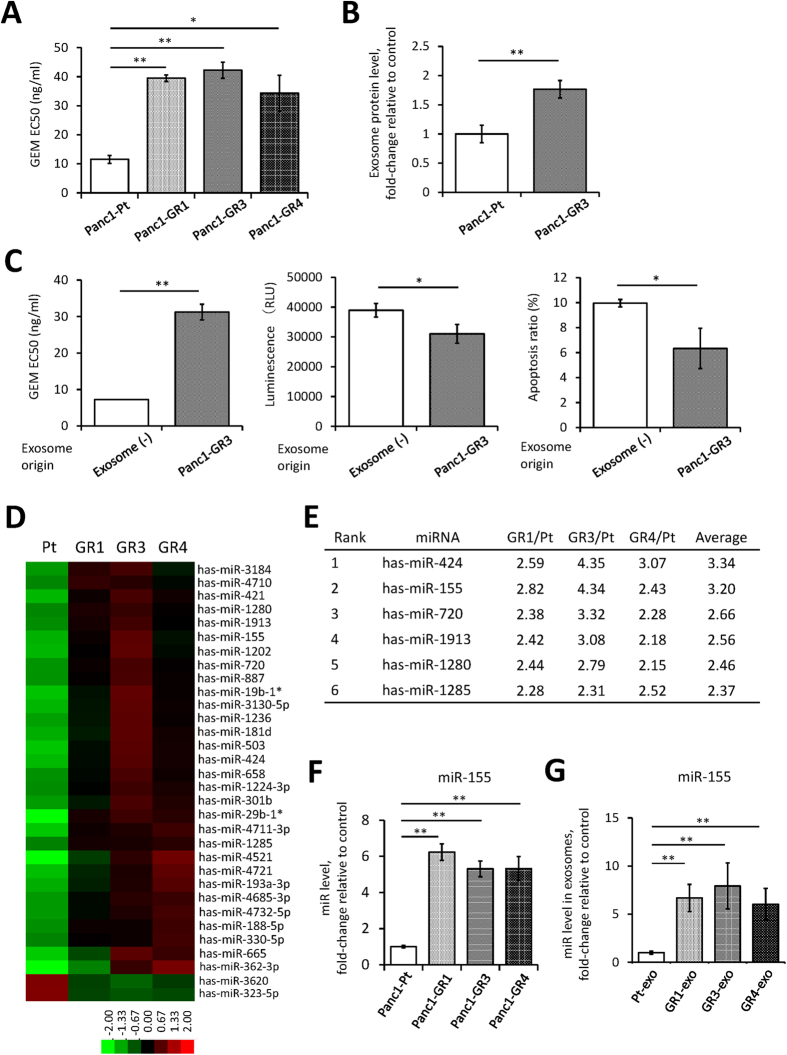
GEM-resistant PDAC cells show both upregulation of certain microRNAs and an increase in exosome synthesis. (**A**) The EC50 of GEM in each cell line as assessed by the MTT assay. GEM-resistant Panc1 (Panc1-GR) cells show stable GEM resistance compared to the parental Panc1 (Panc1-Pt) cells. (**B**) The protein levels in exosomes isolated from Panc1-Pt and Panc1-GR3 cells as assessed by the Bradford method. (**C**) Alterations in GEM sensitivity in Panc1-Pt cells with or without the addition of exosomes isolated from Panc1-GR3 cells. The EC50 was assessed by the MTT assay (left). The apoptosis assay was performed with 50 ng/ml GEM. Caspase-3/7 activity is represented as the level of luminescence (middle), and the ratio of apoptotic cells was determined using the Annexin V assay (right). (**D**) The heat map from the microarray analysis of miRNAs extracted from Panc1-Pt cells (Pt) or from Panc1-GR cells (GR1, GR3, GR4). miRNAs were selected for further analysis if the difference in their expression level in Panc1-GR cells was >2.0-fold or <0.5-fold relative to the expression in Panc1-Pt cells. (**E**) Ranking of the candidate miRNAs according to their fold-changes in expression. (**F** and **G**) The expression of miR-155 in each cell line (**F**) and in exosomes from each cell line (-exo) (**G**). Columns in (**A**–**C** and **F**) show values that are the averages of triplicate measurements, (**G**) show values that are the averages of ten times measurements; bars show SD values. Data are representative of three experiments. *P < 0.05; **P < 0.01.

**Figure 2:**
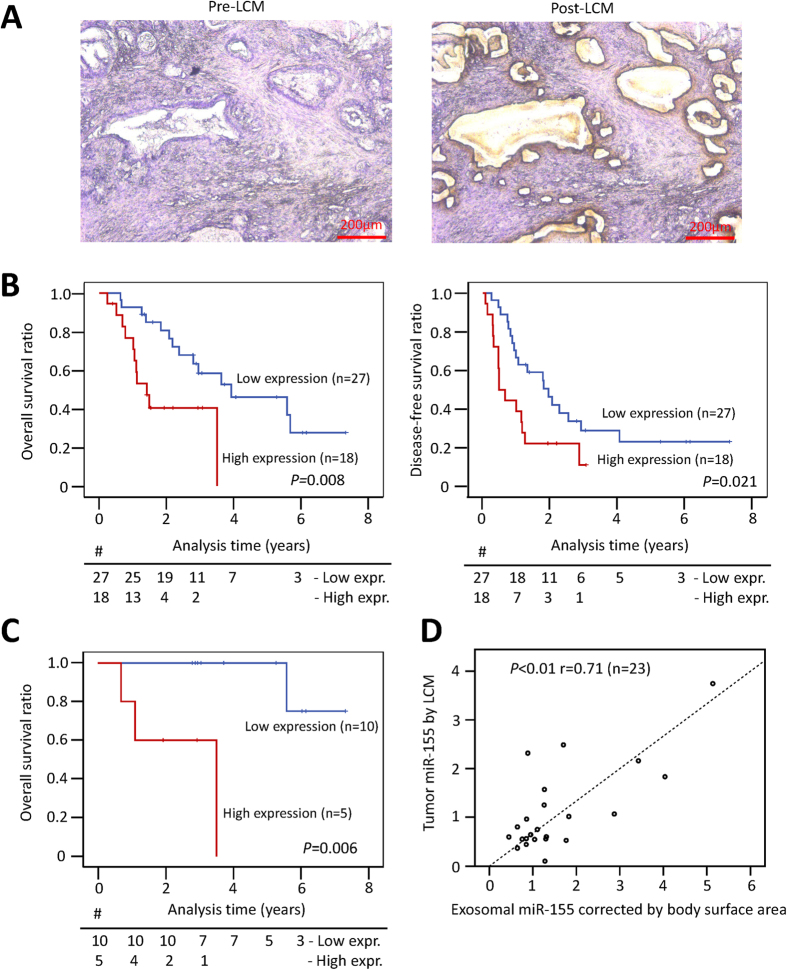
(**A**) Representative images pre- or post-laser capture microdissection (LCM) of resected human PDAC samples. Epithelial cancer ducts in PDAC tissue were captured and the microRNA was extracted. Scale bar, 200 μm. (**B**) Kaplan-Meier plots of overall survival (left) and disease-free survival (right) of 45 patients categorized according to high vs. low miR-155 expression (*P* value, log-rank test). (**C**) Of the 45 patients, 15 received adjuvant GEM therapy. Their overall survival rate is shown according to their miR-155 expression levels. (**D**) The correlation of miR-155 expression in resected tissue and the miR-155 levels in exosomes isolated from the corresponding patient’s plasma (*P* value, Pearson’s correlation).

**Figure 3:**
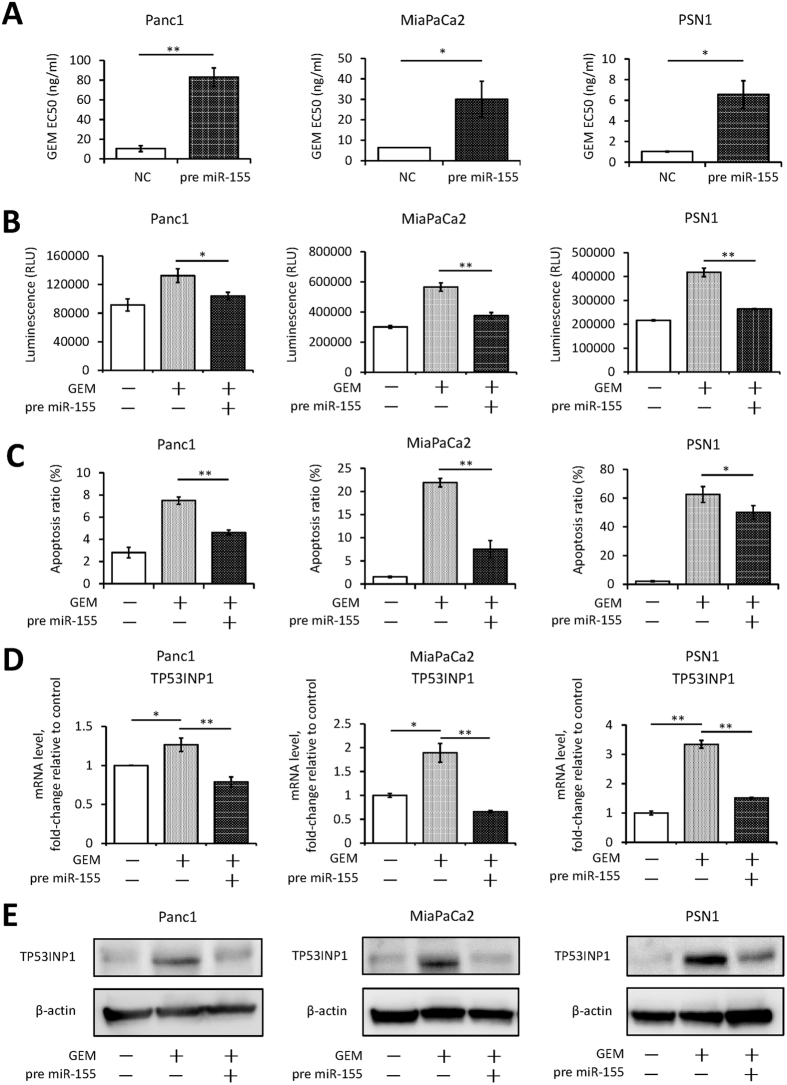
Transfecting cells with pre-miR-155 induces GEM resistance by enhancing anti-apoptotic activity. (**A**) The EC50 of GEM in each cell line as assessed by the MTT assay. Three different PDAC cell lines that overexpressed pre-miR-155 showed GEM resistance compared with cells transfected with a negative control oligonucleotide (NC). (**B** and **C**) Alterations in apoptosis in cell lines with pre-miR-155 or NC transfection after treatment with GEM for 72 hours. Caspase-3/7 activity is represented as the level of luminescence (**B**), and the ratio of apoptotic cells was determined using the Annexin V assay (**C**). (**D** and **E**) TP53INP1 expression in cells with per-miR-155 or NC transfection after treatment with GEM for 72 hours. mRNA expression was assessed using qRT-PCR (**D**). Immunoblot analysis was used to determine protein expression (**E**). Original images of immune blots on PVDF membrane are presented in Supplementary Fig. 4. (**A**–**E**) Concentrations of transfected pre-miR-155: Panc1, 10 nM; MiaPaCa2, 5 nM; and PSN1, 1 nM. (**B**–**E**) GEM concentrations: Panc1 and MiaPaCa2 cells, 50 ng/ml; PSN1, 10 ng/ml. Columns in (**A**–**D**) show values that are the averages of triplicate measurements; bars show SD values. Data are representative of three experiments. *P < 0.05; **P < 0.01.

**Figure 4:**
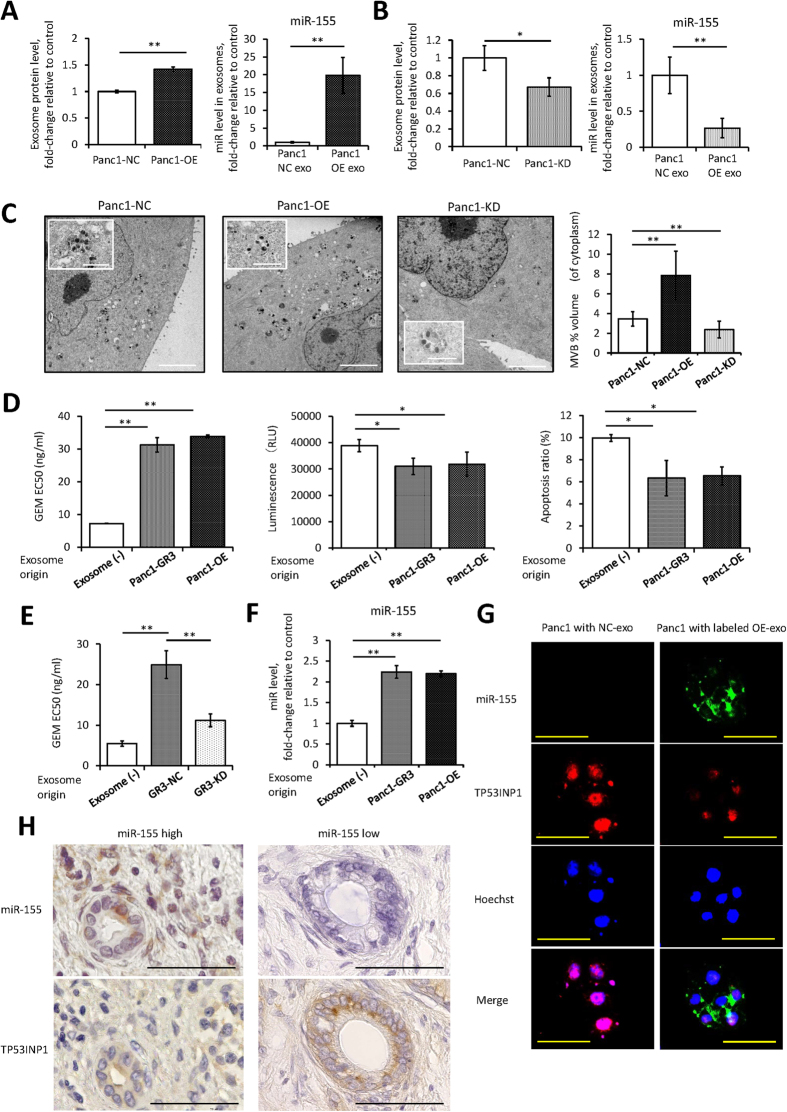
(**A**) The protein levels in exosomes isolated from Panc1 cells transfected with a negative control oligonucleotide (Panc1-NC), and cells transfected with pre-miR-155 (Panc1-OE) for 24 hours as assessed by Bradford method (left). The expression of miR-155 in each exosome (right). (**B**) The protein levels and the expression of miR-155 in exosomes isolated from Panc1-NC, and cells transfected with anti-miR-155 (Panc1-KD) for 48 hours. (**C**) Electron microscopy of Panc1-NC, Panc1-OE, or Panc1-KD. Representative pictures are shown of each cell (scale bar, 1 μm) as are close-up views of MVBs (scale bar, 100 nm). MVBs were quantified as the volume relative to the cytoplasm volume (right). (**D**) The EC50 of GEM in Pnac1-Pt cells that were treated with different types of exosomes for 48 hours was assessed by MTT assay (left). Apoptosis was assessed in Panc1-Pt cells that were treated with both GEM (50 ng/ml) and with isolated exosomes for 72 hours. Caspase-3/7 activity is represented as the level of luminescence (middle), and the ratio of apoptotic cells was determined using Annexin V assay (right). (**E**) Alterations in the GEM EC50 values in Pnac1-Pt cells after treatment with exosomes isolated from GR3-KD and GR3-NC. (**F**) The expression of miR-155 in Panc1-Pt cells after treatment with exosomes isolated from Panc1-GR3 or Panc1-OE. (**G**) The presence of Alexa 488-labeled miR-155 and TP53INP1 expression in recipient Panc1 cells treated with labeled OE-exo or with NC-exo. miR-155 or TP53INP1 are exhibited as green or red signal, respectively. The nuclei are stained with Hoechst (blue; scale bar, 100 μm). (**H**) The representative expression of miR-155 by *in situ* hybridization in pancreatic cancer cells with high or low expression of miR-155 from laser micro dissection (upper). The corresponding expression of TP53INP1 by immunohistochemistry at the same point in serial section specimen (lower) (scale bar, 50 μm). Columns in (**A**–**F**) show values that are the averages of triplicate measurements; bars show SD values. Data are representative of three experiments. *P < 0.05; **P < 0.01.

**Figure 5:**
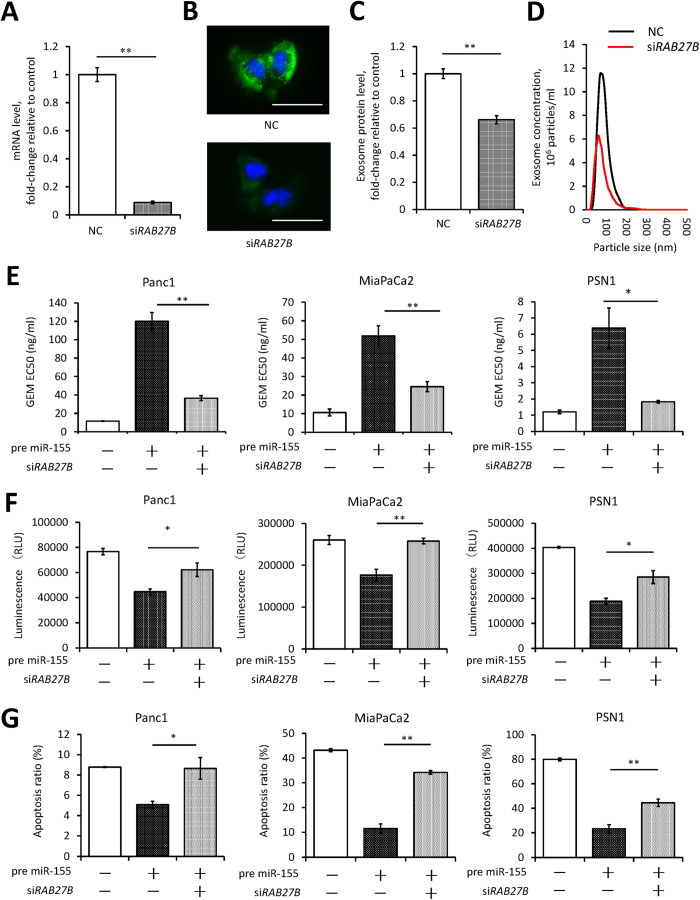
Inhibition of exosome synthesis attenuates the induction of GEM resistance by miR-155. (**A**) The expression of RAB27B in Panc1 cells transfected with a negative control oligonucleotide (NC) or with si*RAB27B* (90 nM siRNA). mRNA expression were assessed by qRT-PCR. (**B**) Immunocytochemistry shows RAB27B expression as a green signal in the cytoplasm of Panc1 cells. The nuclei were stained with Hoechst (blue; scale bar, 100 μm). (**C** and **D**) The amount of exosomes that was isolated from Panc1 cells after transfection with NC or with si*RAB27B* for 48 hours. The amount of exosomes was evaluated by the protein level by the Bradford method (**C**) or by the concentration of particles of a certain size (**D**). (**E**) Alterations of the EC50 of GEM in PDAC cells with si*RAB27B* or NC transfection. All PDAC cell lines showed ameliorated GEM resistance after transfection with si*RAB27B*, even cells transfected with pre-miR-155. (**F** and **G**) Alterations in apoptosis after 72 hours of GEM treatment in PDAC cells transfected with si*RAB27B* or with NC. Caspase-3/7 activity is represented as the level of luminescence (**F**), and the ratio of apoptotic cells was determined using the Annexin V assay (**G**). (**E**–**G**) Concentrations of transfected pre-miR-155: Panc1, 10 nM; MiaPaCa2, 5 nM; PSN1, 1 nM. Concentration of si*RAB27B* in the three cell lines, 90 nM). Concentration of GEM: Panc1 and MiaPaCa2, 50 μg/ml; and PSN1, 10 μg/ml. Columns in (**A**,**C**), and (**E**–**G**) show values that are the averages of triplicate measurements; bars show SD values. Data are representative of three experiments. *P < 0.05; **P < 0.01.

**Figure 6:**
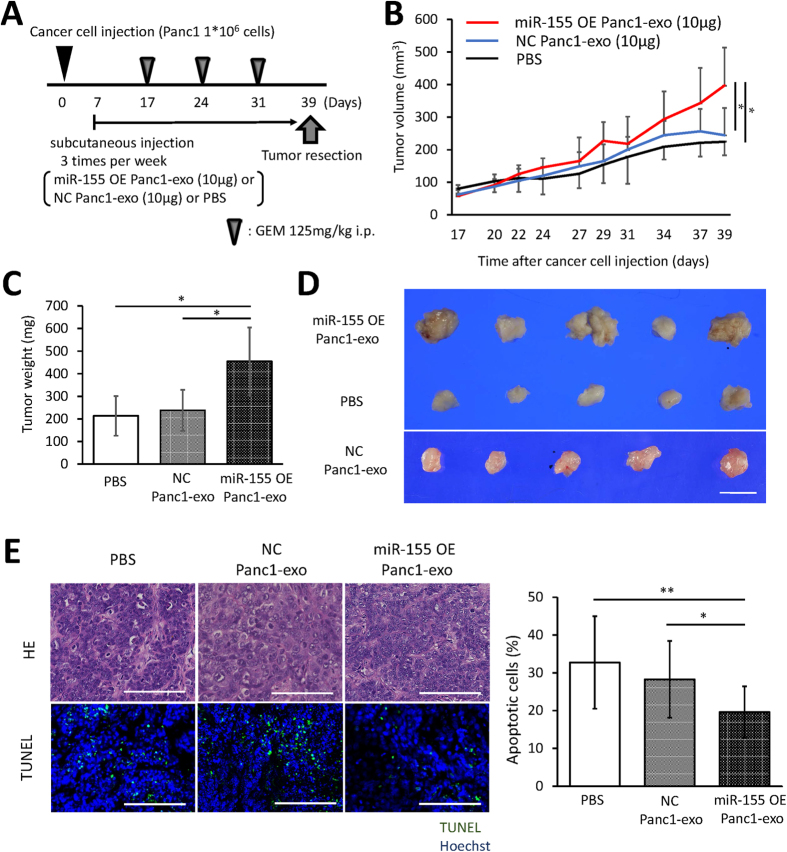
(**A**) The time course of the animal experiment. GEM was injected intraperitoneally when the tumor volume was 60–100 mm^3^. All mice were treated with exosomes isolated from Panc1 cells that were overexpressing miR-155 (miR-155 OE Panc1-exo) or negative control (NC Panc1-exo) or with PBS and were sacrificed at the same time. (**B**) The size of the subcutaneous tumors in NOD/SCID mice was measured at the time of each injection. Tumor volume was calculated based on the size of the tumor. (**C** and **D**) A comparison of the growth of tumors treated with miR-155 OE Panc1-exo or with NC Panc1-exo or with PBS. The tumors were resected from mice at the same time i.e. on day 39 after the xenograft. Tumor weight (**C**) and the actual tumors (**D**) are shown (scale bar, 1 cm). (**E**) A comparison of apoptotic cells in tissue from tumors treated with miR-155 OE Panc1-exo or with NC Panc1-exo or with PBS. Hematoxylin-eosin staining of the tumor specimens is shown in the top panels, and TUNEL staining of the same site on the sequential section is shown in the bottom panels. The TUNEL kit stains apoptotic cells green, while the nuclei are stained blue using Hoechst (scale bar, 100 μm). The right panel shows the rate of apoptosis as determined by counting the TUNEL-stained cells in the specimen. Columns in (**B** and **C**) show the average values in five samples; bars show SD values. Columns in (**E**) show the average values of five samples; each measurement was conducted in triplicate. *P < 0.05; **P < 0.01.

# Supplementary material for: MicroRNA-155 Controls Exosome Synthesis and Promotes Gemcitabine Resistance in Pancreatic Ductal Adenocarcinoma
**Source:** Sci Rep. 2017 Feb 15;7:42339. doi: 10.1038/srep42339
**Supplement:** Supplementary Information

## **Title page**

**Title:** MicroRNA-155 Controls Exosome Synthesis and Promotes Gemcitabine Resistance in  
Pancreatic Ductal Adenocarcinoma

### **Authors**

Manabu Mikamori,<sup>1</sup> Daisaku Yamada,<sup>1</sup> Hidetoshi Eguchi,<sup>1</sup> Shinichiro Hasegawa,<sup>1</sup> Tomoya Kishimoto,<sup>1</sup> Yoshito Tomimaru,<sup>1</sup> Tadafumi Asaoka,<sup>1</sup> Takehiro Noda,<sup>1</sup> Hiroshi Wada,<sup>1</sup> Koichi Kawamoto,<sup>1</sup> Kunihiro Gotoh,<sup>1</sup> Yutaka Takeda,<sup>1,2</sup> Masahiro Tanemura,<sup>1,3</sup> Masaki Mori,<sup>1</sup> Yuichiro Doki,<sup>1</sup>

# Supplementary Figure 1

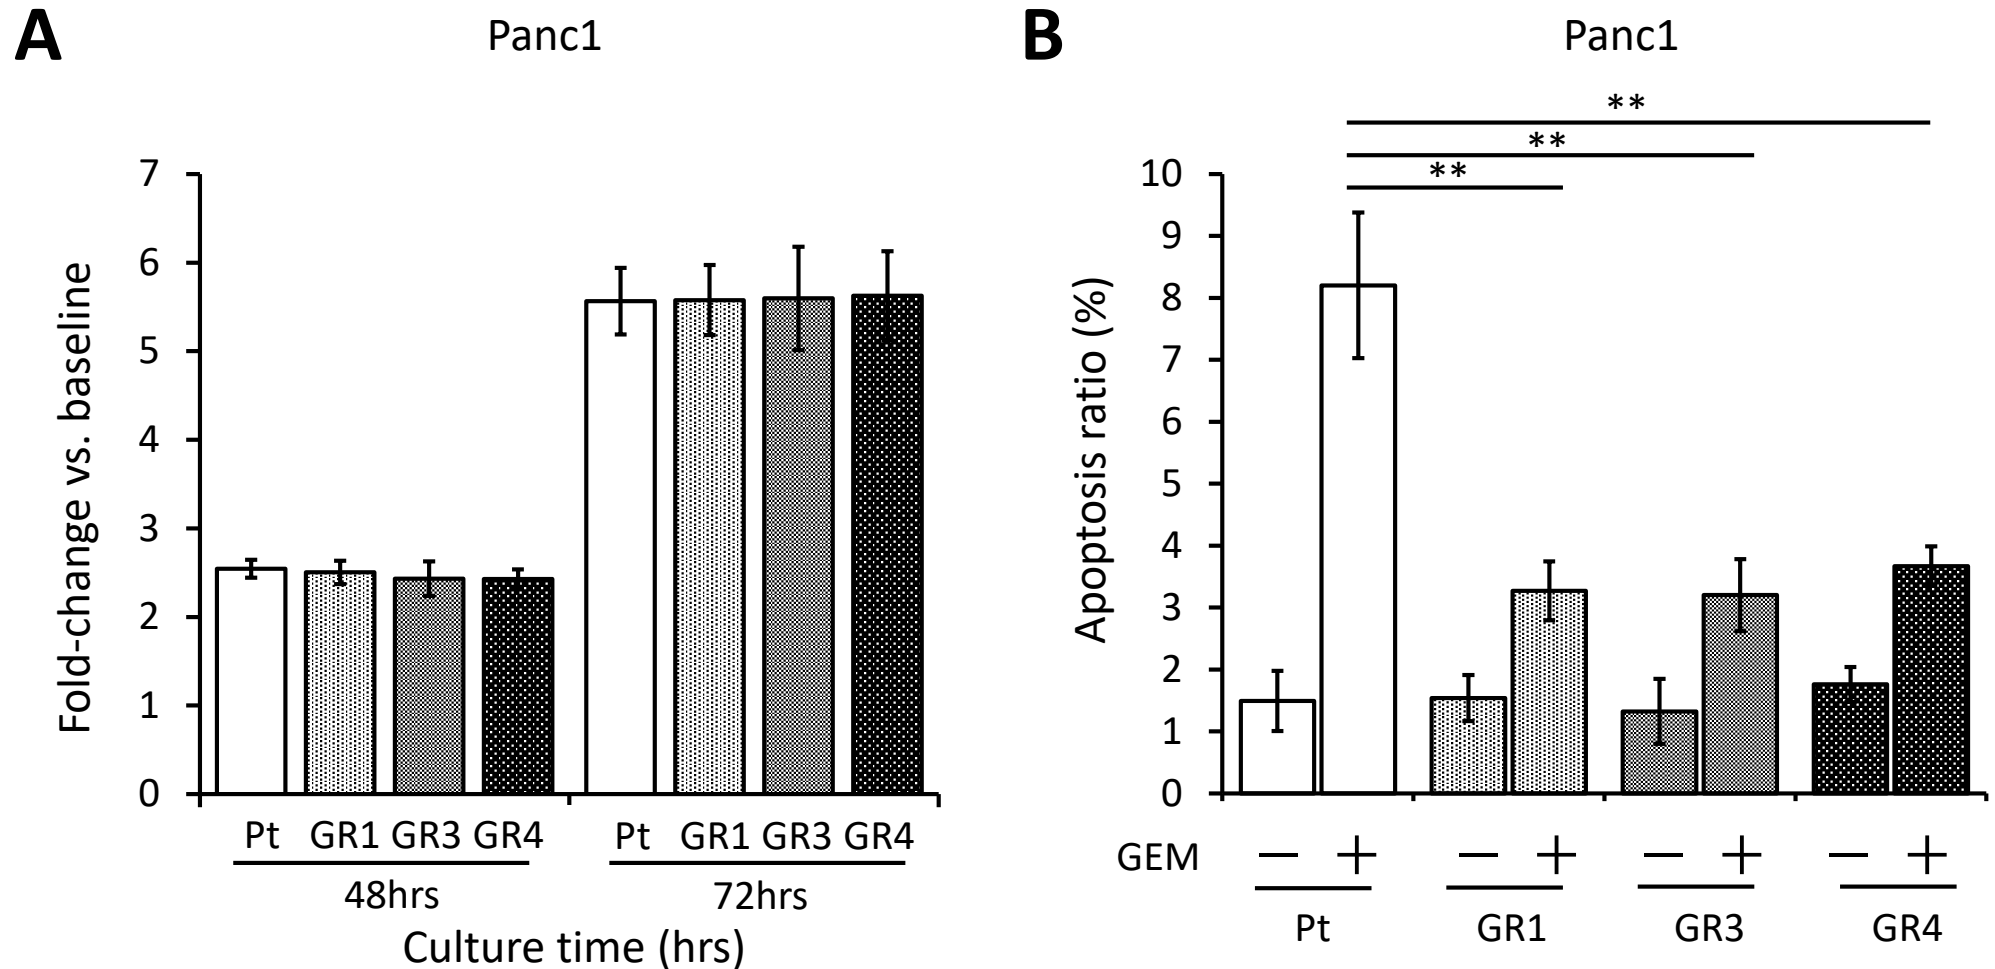

## Supplementary Figure 1.

(A) Cellular viability after cell seeding is expressed as the fold-change relative to baseline and was calculated using the MTT assay in parental Panc1 (Panc1-Pt) cells and in GEM-resistant Panc1 cells (Panc1-GR). (B) Alterations in apoptosis in Panc1-Pt and Panc1-GRs cells after treatment with GEM for 72 hours. The ratio of apoptotic cells was determined using the Annexin V assay. Columns in A and B show values that are the average of triplicate measurements; bars show SD values. Data are representative of three experiments. \*\*,  $P < 0.01$ .

# Supplementary Figure 2

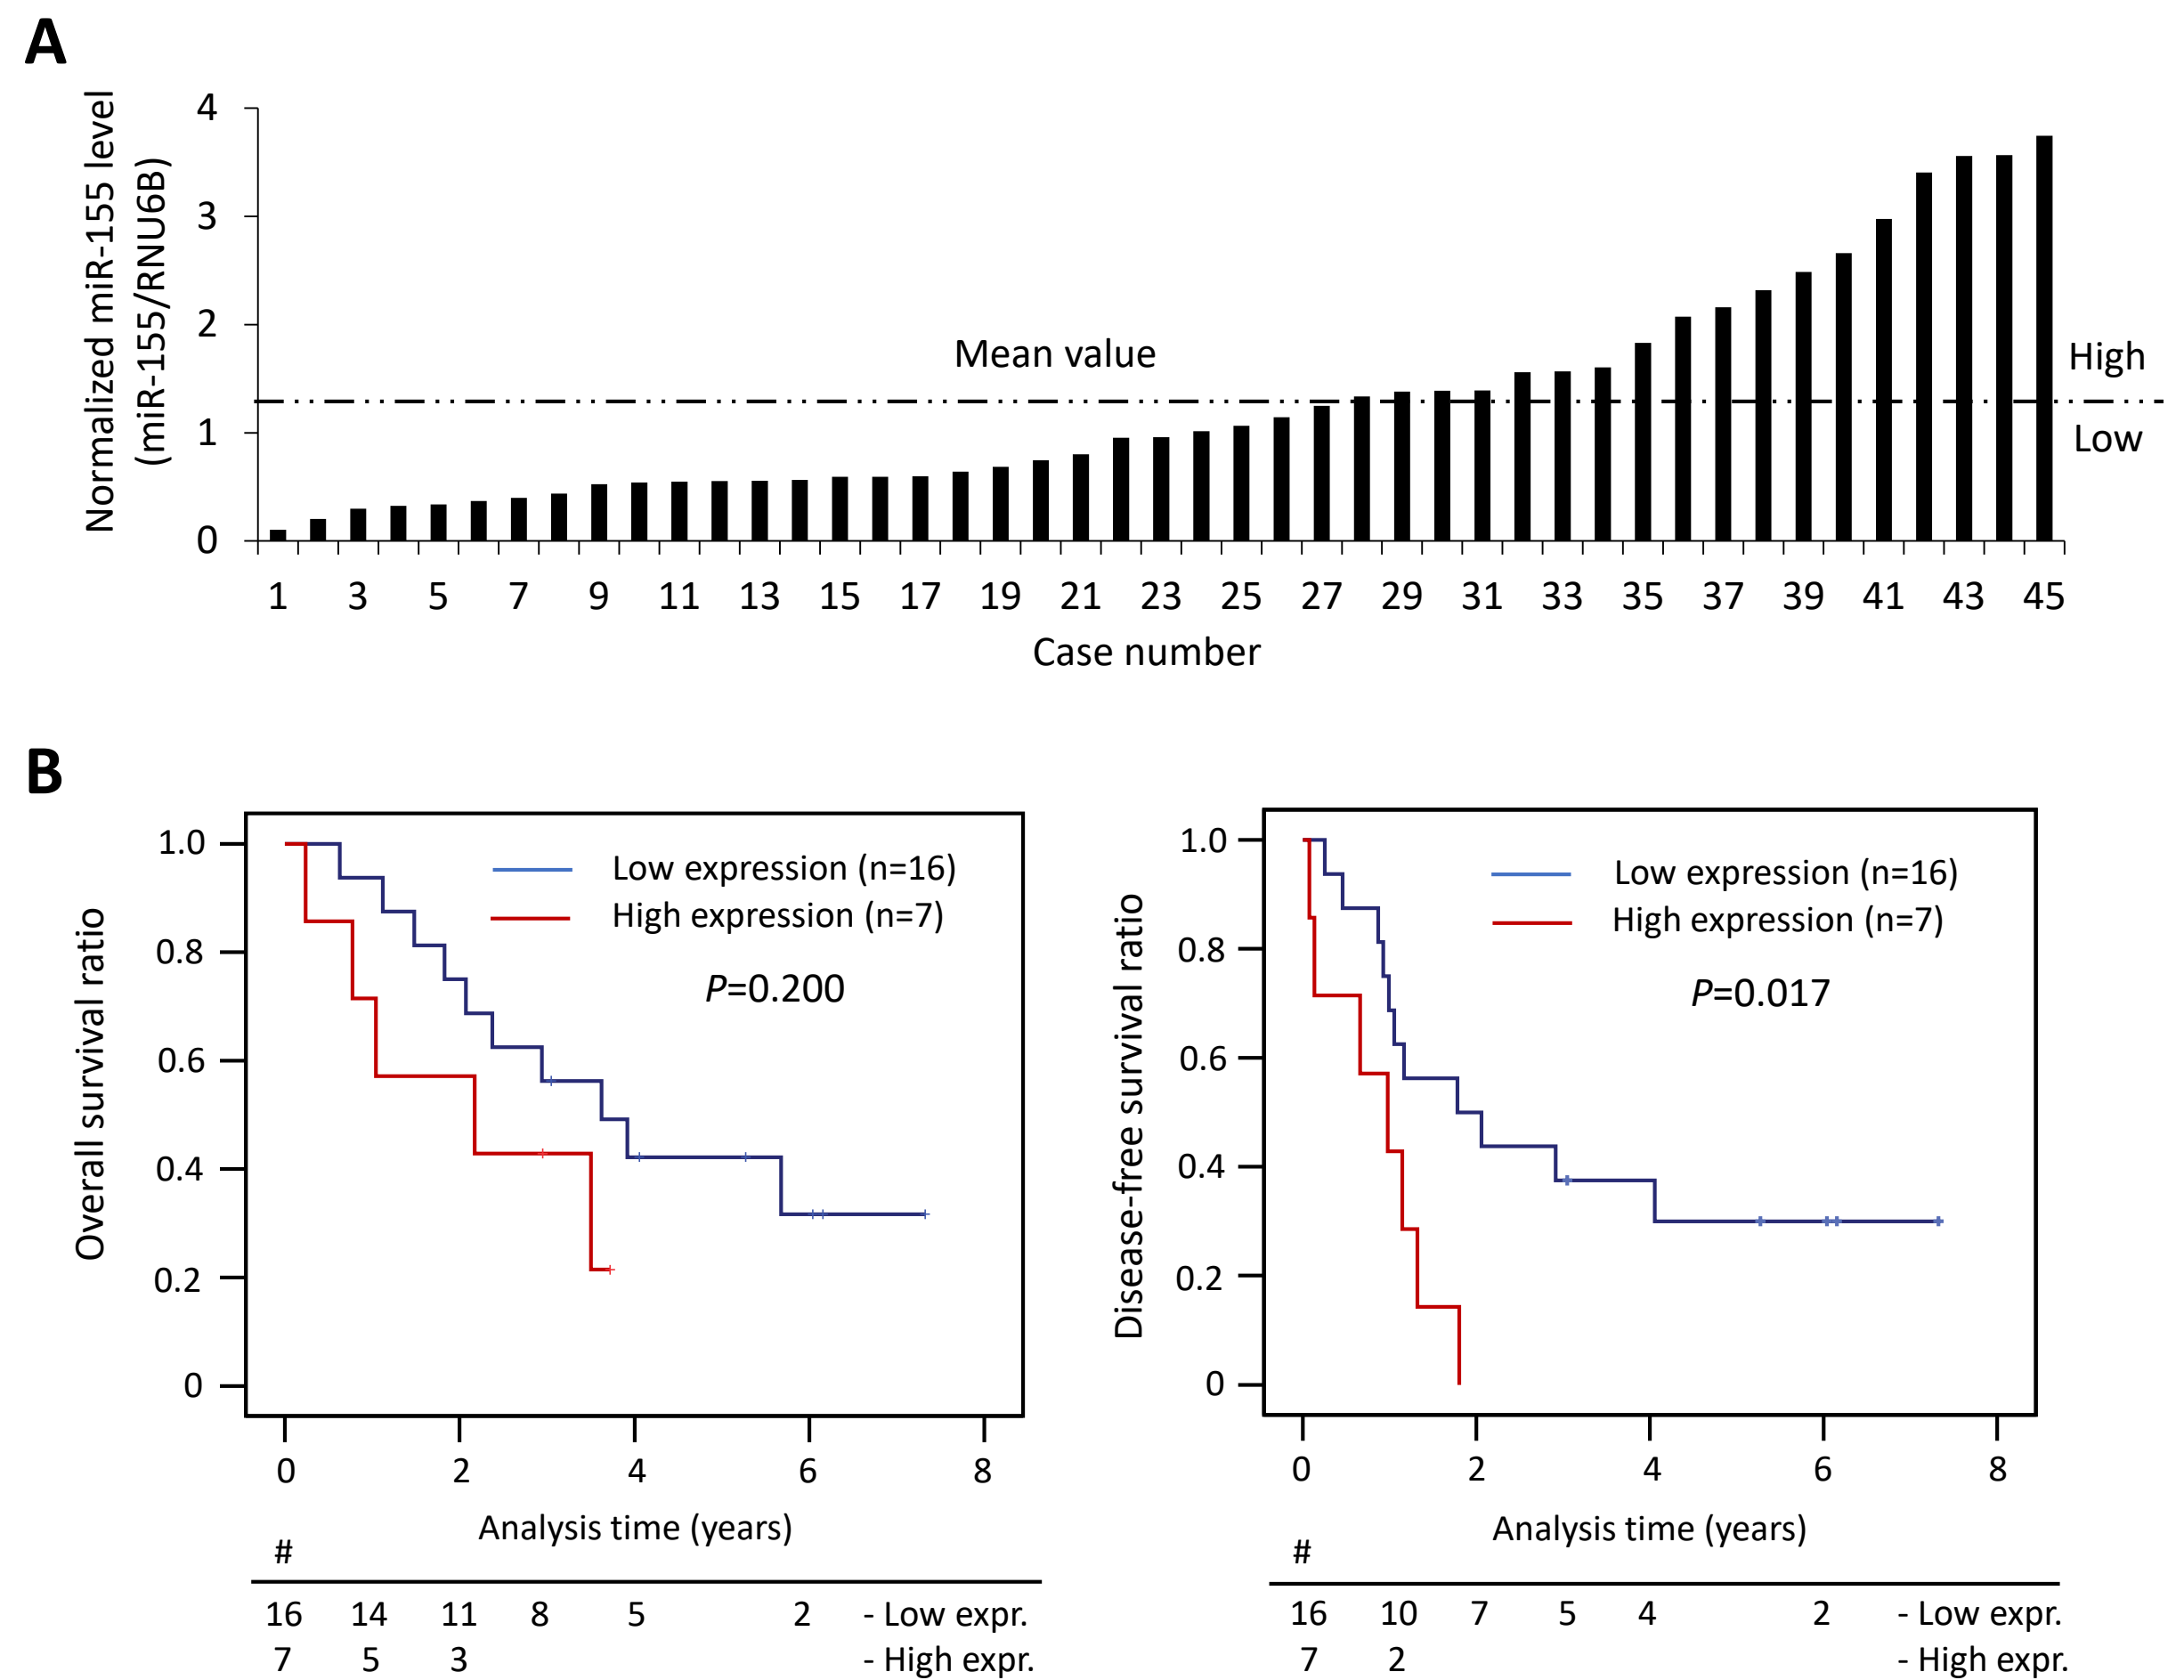

**Supplementary Figure 2.**

(A) Laser capture microdissection (LCM) was performed to collect material from tissue resected from 45 patients. Real-time qRT-PCR was used to assess the miR-155 expression level in each sample. The relative miRNA expression was quantified using the comparative CT method ( $2^{-\Delta CT}$ ). The mean value of the miR-155 expression level in these samples was used as a cut-off value to divide the patients into two groups (high or low miR-155 expression). (B) Kaplan-Meier plots of overall survival (left) and disease-free survival (right) of 23 patients according to the expression of miR-155 in their plasma exosomes ( $P$  value, log-rank test).

# Supplementary Figure 3

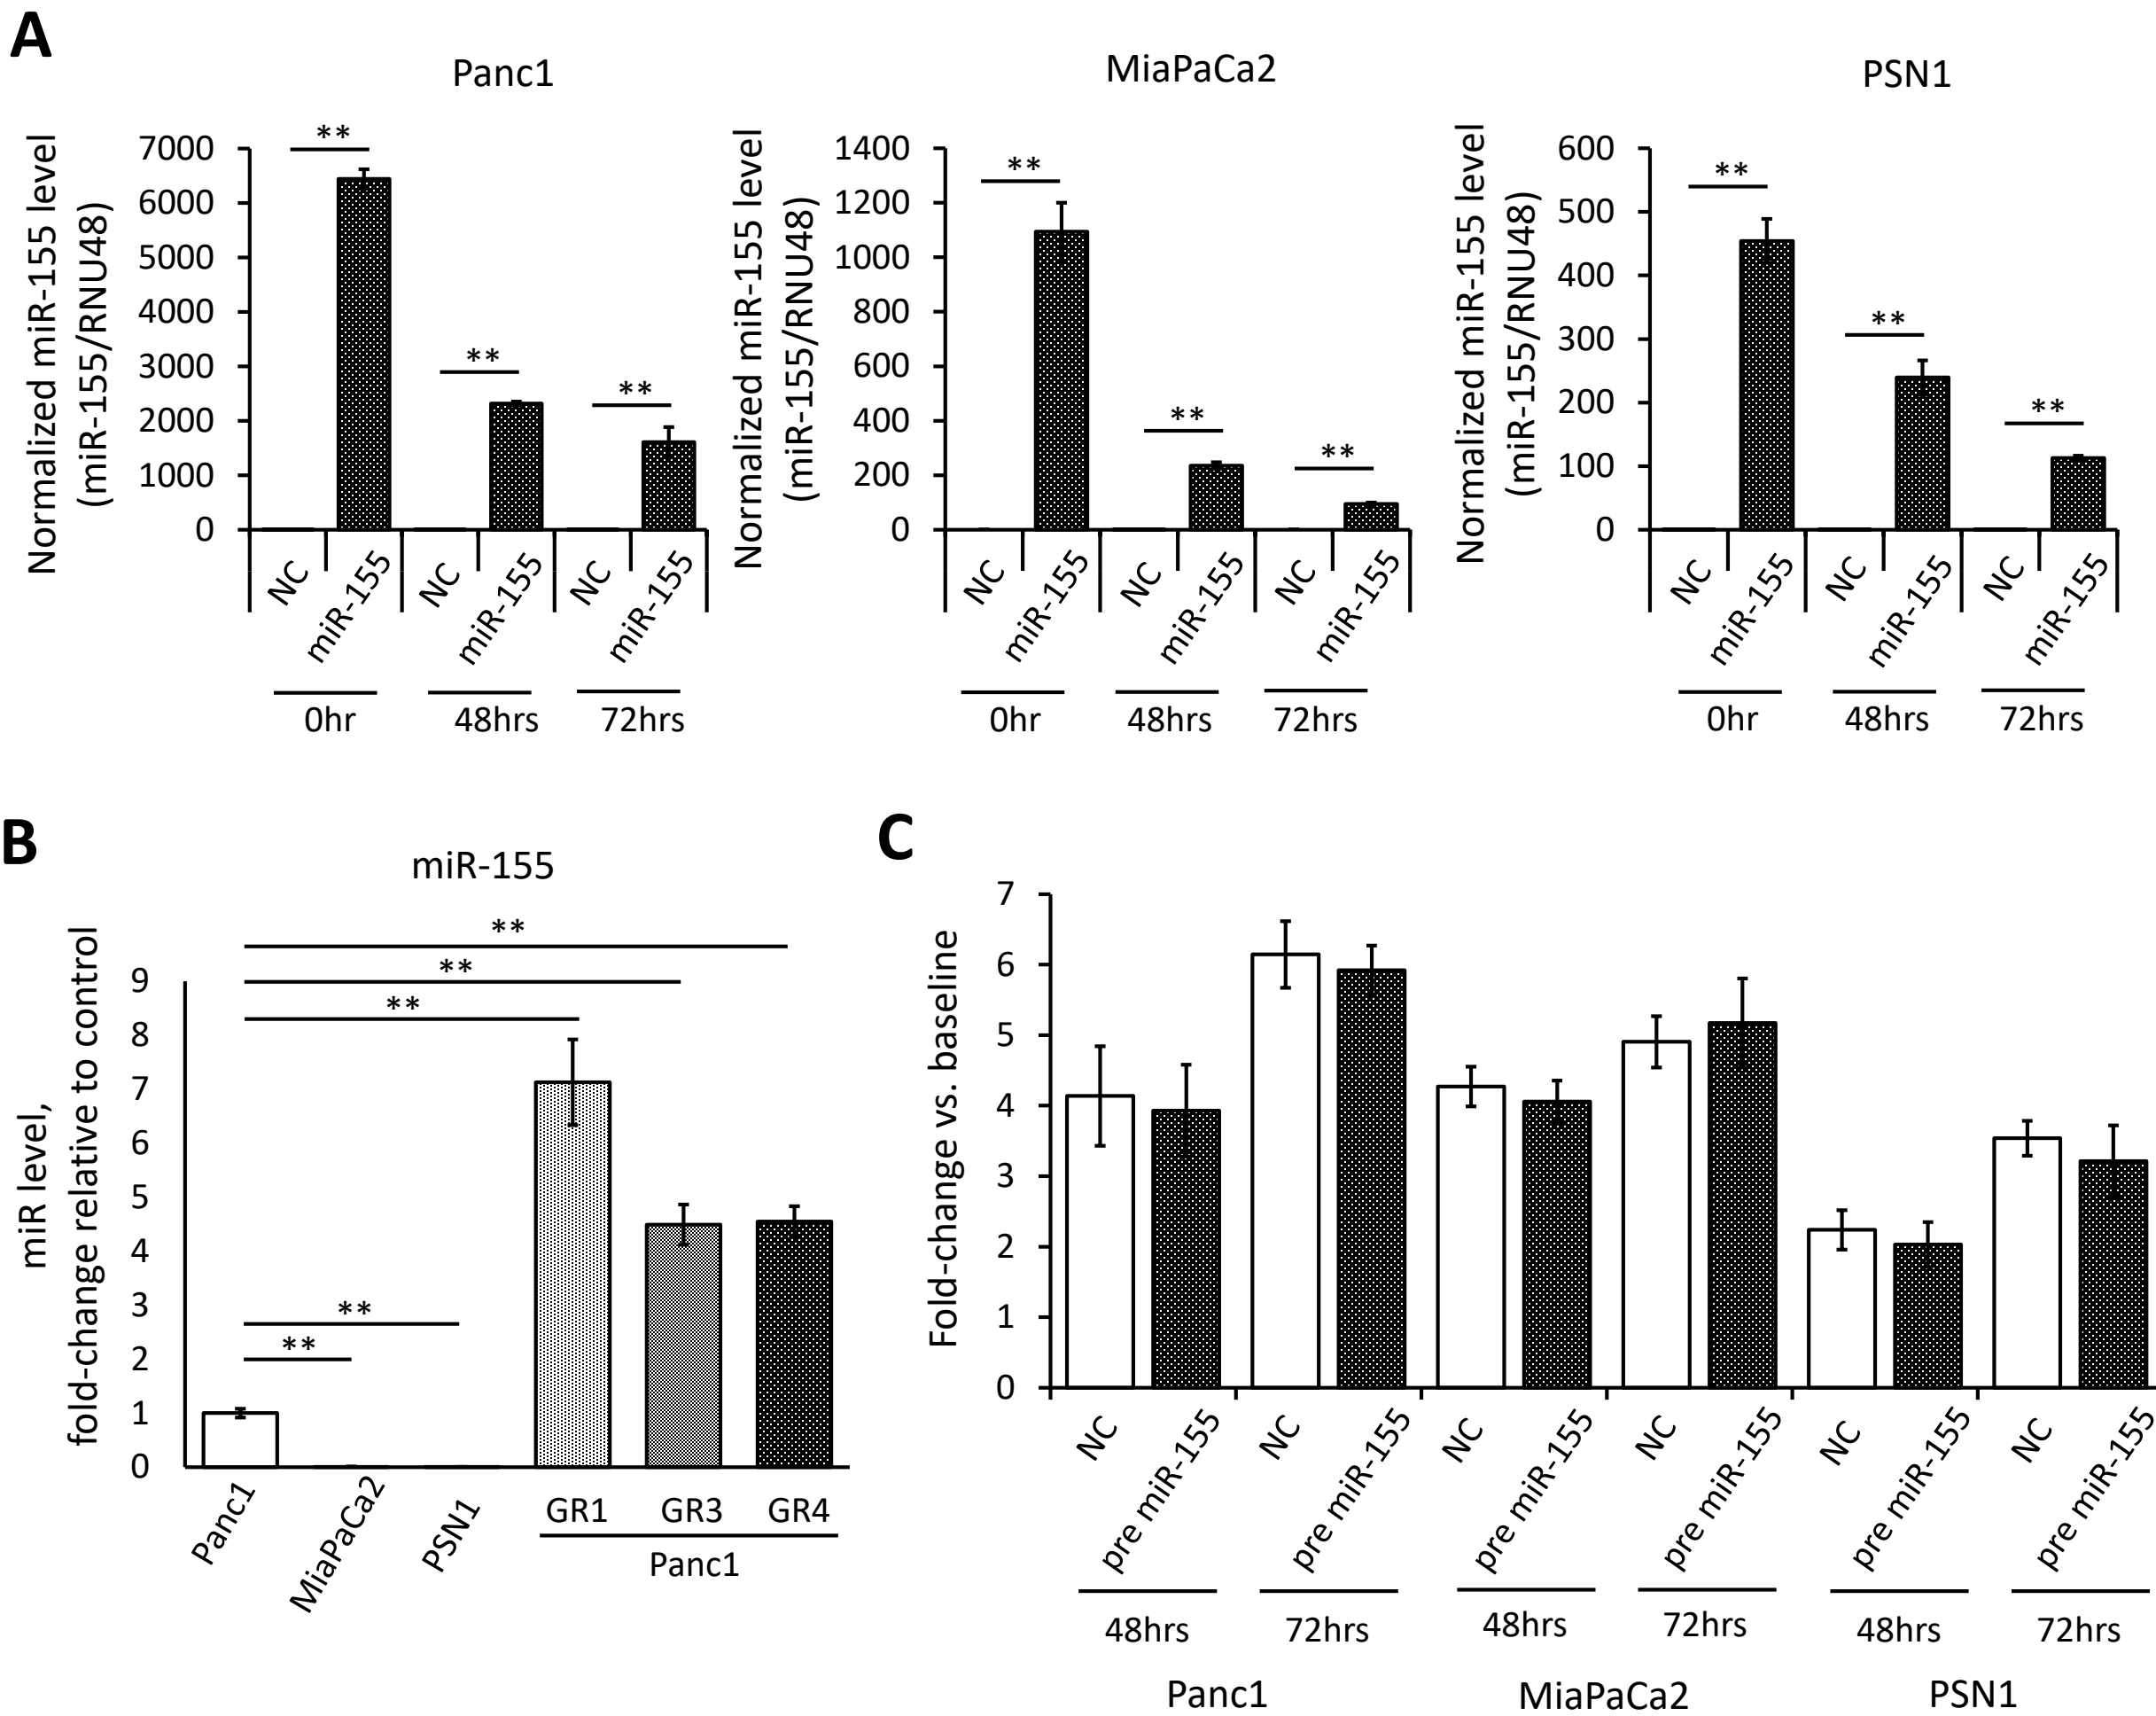

**Supplementary Figure 3.**

(A) The expression of miR-155 in PDAC cells transfected with pre-miR-155 or negative control oligonucleotides (NC) was detected by qRT-PCR. Concentrations of transfected pre-miR-155: Panc1, 10 nM; MiaPaCa2, 5 nM; and PSN1, 1 nM. (B) qRT-PCR was used to detect the expression of mature miR-155 in each PDAC cell line and in Panc1-GR cells. (C) The viability of each PDAC cell line transfected with pre-miR-155 or NC after seeding, as calculated by the MTT assay; viability is expressed as the fold-change compared to baseline. Columns in A–C show the averages of triplicate measurements; bars show SD values. Data are representative of three experiments. \*\*,  $P < 0.01$ .

## Supplementary Figure 4

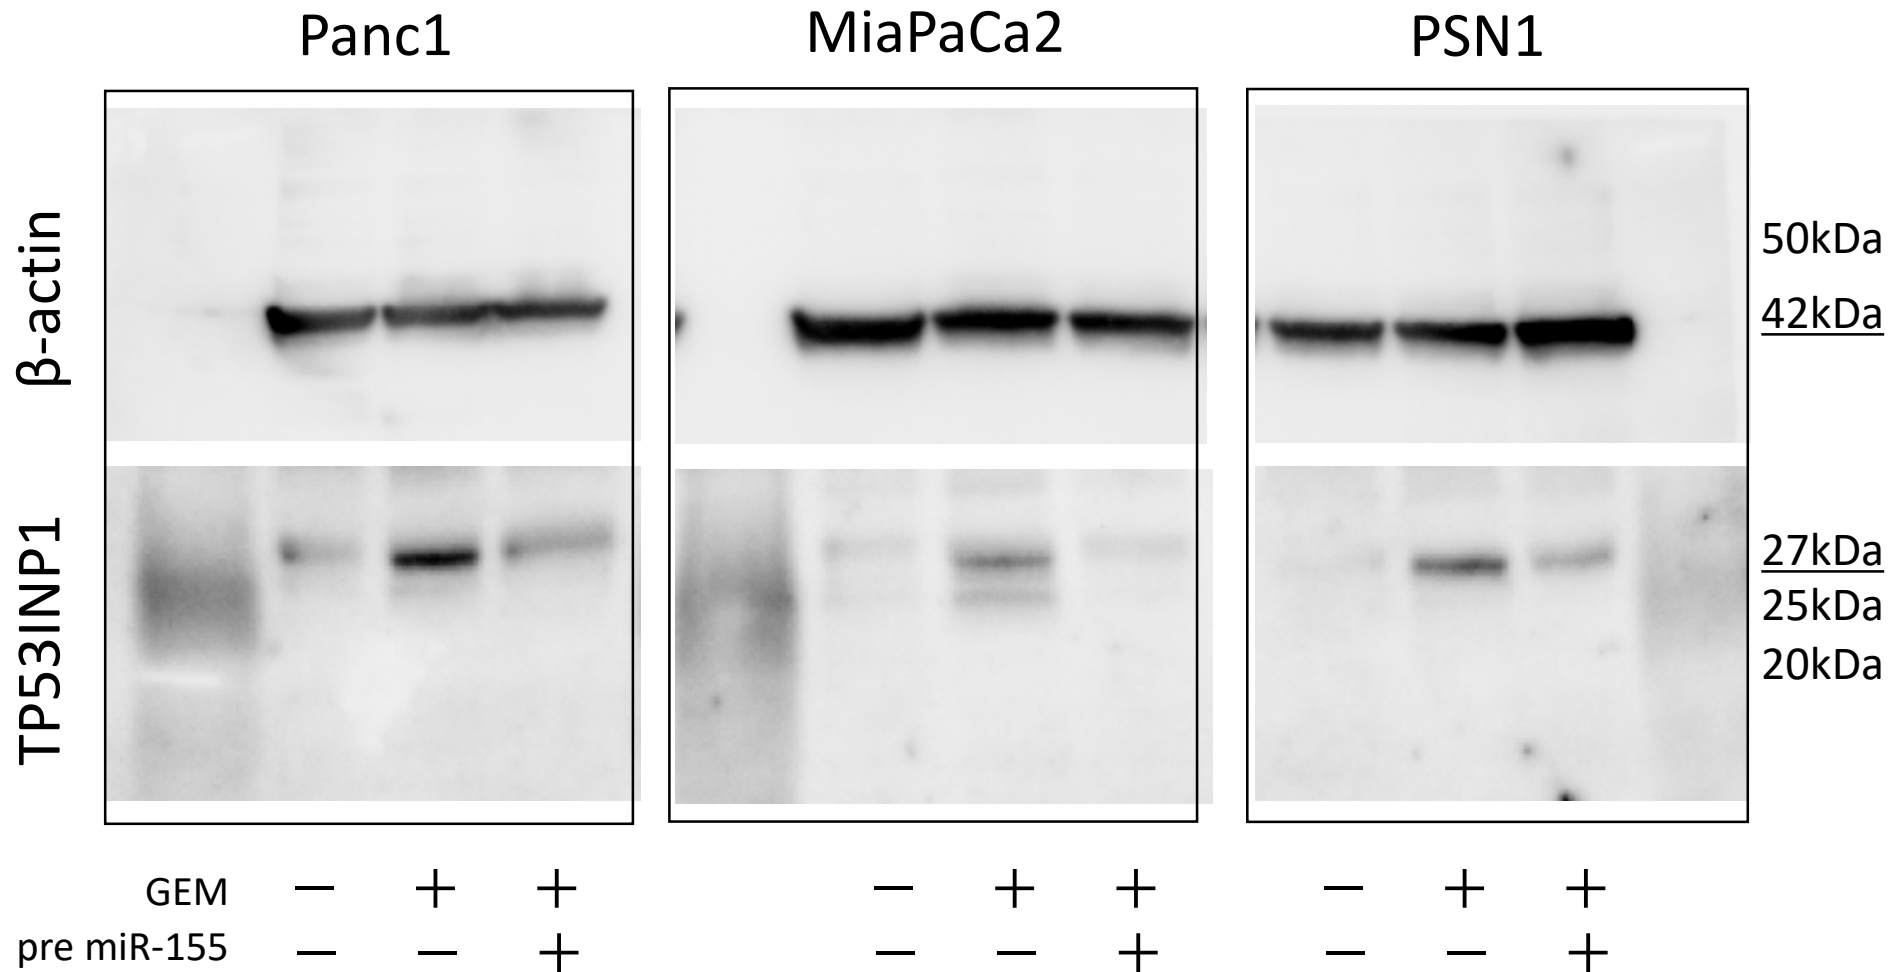

### Supplementary Figure 4.

Original images of immune blots on PVDF membrane. A membrane were cut to 6 parts at 35 kDa, and each part of membrane were separately treated from the procedure of incubation with primary antibody (TP53INP1: 27kDa,  $\beta$ -actin: 42kDa). Modified image to show each band more clearly were depicted in figure 3E.

Supplementary Figure 5

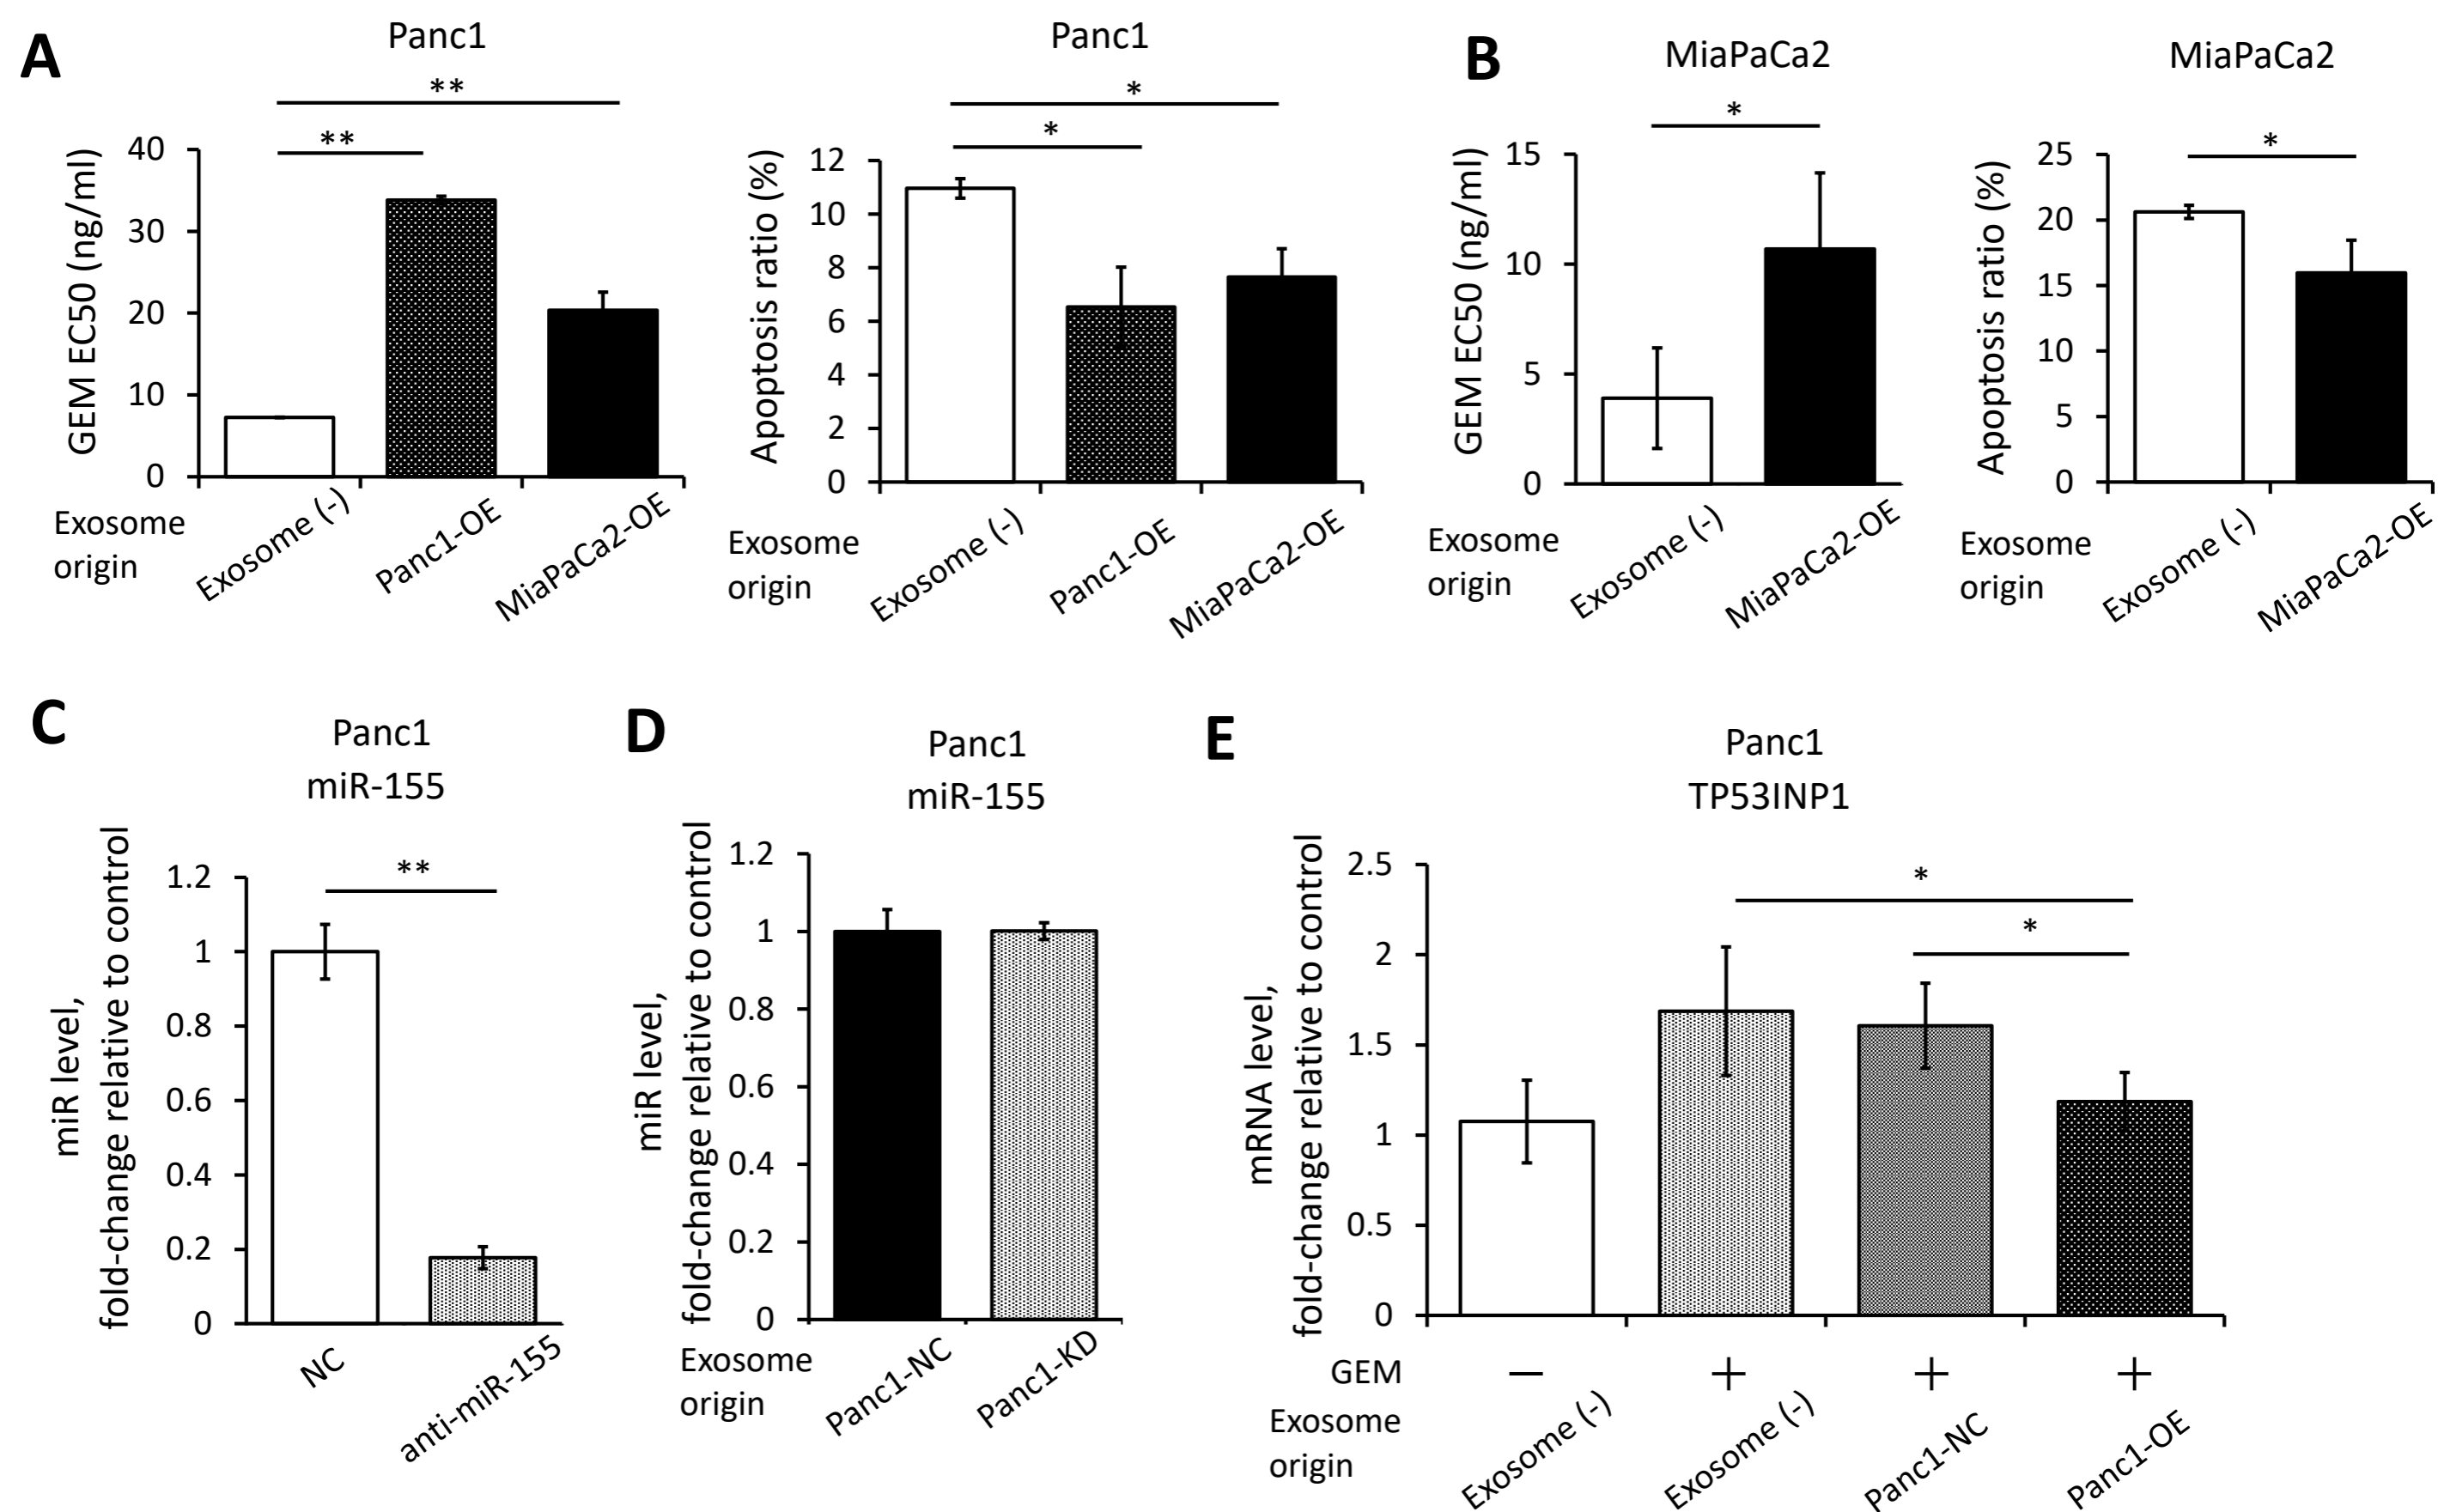

**Supplementary Figure 5.**

(A) The EC50 of GEM in Pnac1-Pt cells that were treated with exosomes isolated from PDAC cells transfected with pre-miR-155 (Panc1-OE, MiaPaCa2-OE) for 48 hours was assessed by the MTT assay (left). Apoptosis ratio was assessed in Panc1-Pt cells after GEM (50 ng/ml) treatment with or without isolated exosomes for 72 hours. The ratio of apoptotic cells was determined using the Annexin V assay (right). (B) The EC50 of GEM in MiaPaCa2-Pt cells that were treated with exosomes isolated from MiaPaCa2-OE for 48 hours was assessed by the MTT assay (left). Apoptosis ratio was assessed in MiaPaCa2-Pt cells after GEM (50 ng/ml) treatment with or without isolated exosomes for 72 hours. The ratio of apoptotic cells was determined using the Annexin V assay (right). (C) The expression levels of miR-155 in Panc1 cells transfected with anti-miR-155 (50 nM) or with negative control oligonucleotides (NC) as determined by qRT-PCR. (D) qRT-PCR analysis shows the level of intracellular copies of miR-155 in recipient Panc1 cells that were treated for 48 hours with exosomes that were isolated from Panc1 cells transfected with anti-miR-155 (Panc1-KD). (E) TP53INP1 expression in Panc1-Pt cells after GEM/PBS treatment with or without the addition of exosomes isolated from Panc1-NC or Panc1-OE for 72 hours. mRNA expression was assessed using qRT-PCR. Columns in A –E show values that are the average of triplicate measurements; bars show SD values. Data are representative of three experiments. NS, not significant. \*,  $P<0.05$ ; \*\*,  $P<0.01$ .

# Supplementary Figure 6

**A**

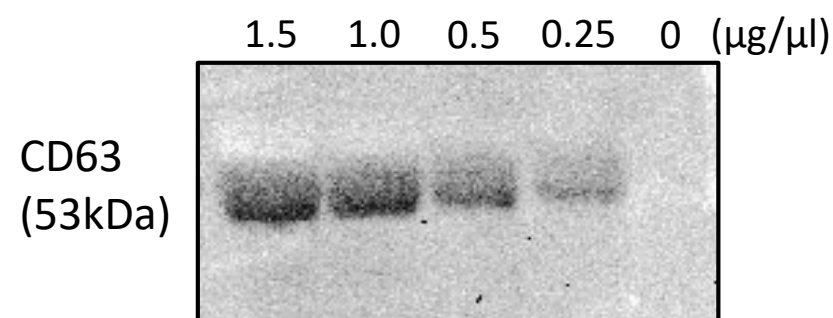

**B**

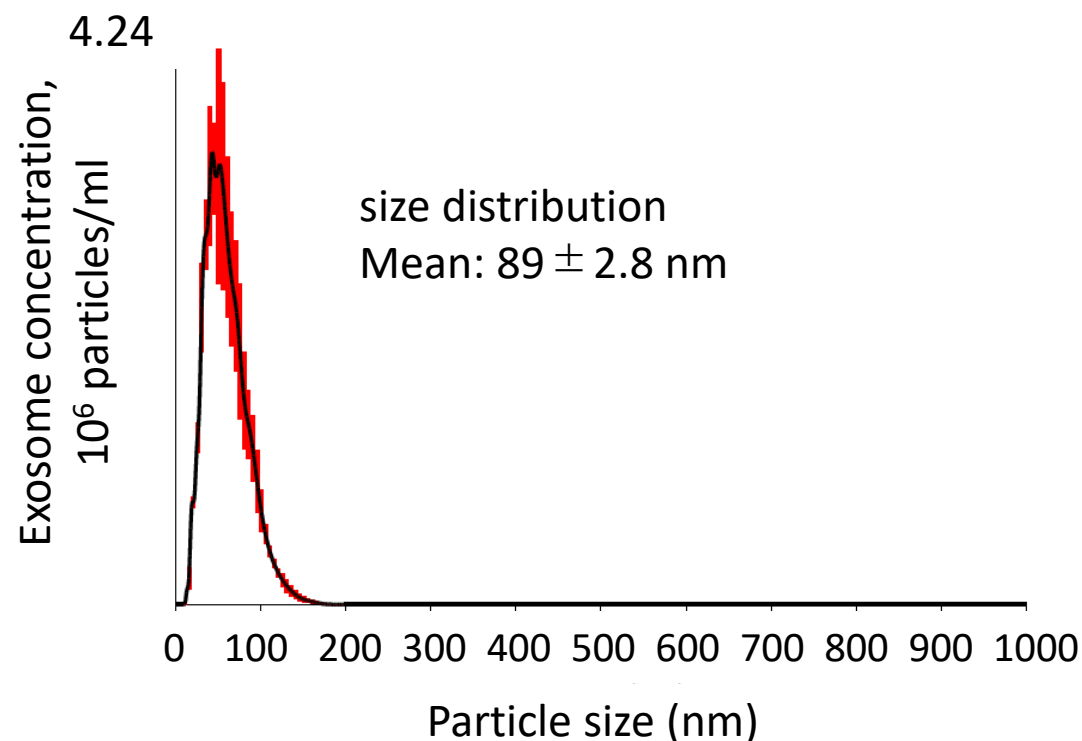

**C**

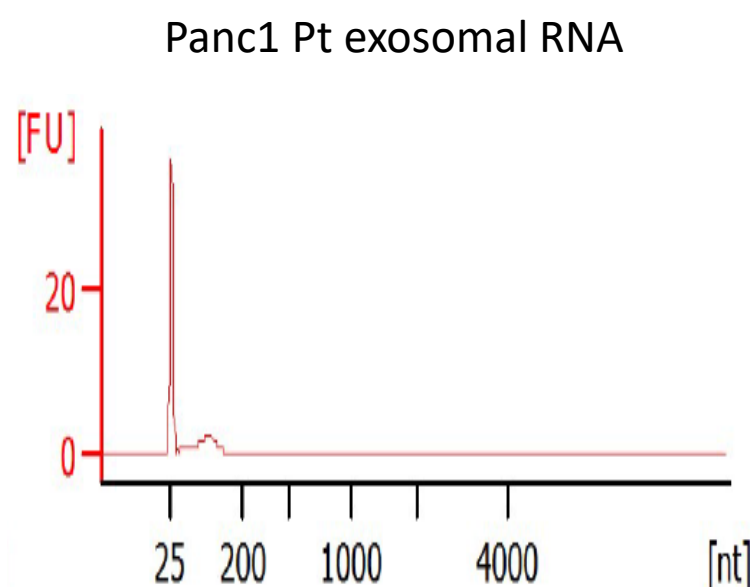

## Supplementary Figure 6

(A) Expression of CD63, an exosomal marker, in exosomes isolated from Panc1 media supernatant. The lanes are arranged according to the amount of protein level. (B) The size distribution of exosomes secreted by Panc1 cells as determined by the NanoSight LM10 system. (C) Total RNA isolated from the exosome fraction was detected using the Bioanalyzer 2100. The data show the amount of total RNA and the size distribution of the isolated RNA. The columns in B show the averages of triplicate measurements; bars show SDs. Data are representative of three experiments.

Supplementary Table 1. Candidate miRNAs that showed expression levels that were altered more than 2.0-fold or less than 0.5-fold in Panc1-GR cells relative to Panc1-Pt cells

| GR/Pt >2.0-fold |      | GR/Pt <0.5-fold |      |
|-----------------|------|-----------------|------|
| hsa-miR-4521    | 7.21 | hsa-miR-3620    | 0.34 |
| hsa-miR-29b-1*  | 5.84 | hsa-miR-323-5p  | 0.38 |
| hsa-miR-362-3p  | 5.06 |                 |      |
| hsa-miR-665     | 3.71 |                 |      |
| hsa-miR-4711-3p | 3.64 |                 |      |
| hsa-miR-503     | 3.61 |                 |      |
| hsa-miR-19b-1*  | 3.55 |                 |      |
| hsa-miR-4721    | 3.44 |                 |      |
| hsa-miR-424     | 3.34 |                 |      |
| hsa-miR-421     | 3.29 |                 |      |
| hsa-miR-1202    | 3.28 |                 |      |
| hsa-miR-3130-5p | 3.27 |                 |      |
| hsa-miR-155     | 3.20 |                 |      |
| hsa-miR-181d    | 3.12 |                 |      |
| hsa-miR-193a-3p | 3.11 |                 |      |
| hsa-miR-1236    | 2.87 |                 |      |
| hsa-miR-301b    | 2.80 |                 |      |
| hsa-miR-4732-5p | 2.76 |                 |      |
| hsa-miR-4685-3p | 2.76 |                 |      |
| hsa-miR-3184    | 2.76 |                 |      |
| hsa-miR-720     | 2.66 |                 |      |
| hsa-miR-887     | 2.65 |                 |      |
| hsa-miR-658     | 2.61 |                 |      |
| hsa-miR-188-5p  | 2.61 |                 |      |
| hsa-miR-1913    | 2.56 |                 |      |
| hsa-miR-1224-3p | 2.54 |                 |      |
| hsa-miR-1280    | 2.46 |                 |      |
| hsa-miR-4710    | 2.45 |                 |      |
| hsa-miR-330-5p  | 2.41 |                 |      |
| hsa-miR-1285    | 2.37 |                 |      |

Supplemental Table 2. The clinicopathological characteristics of the 45 patients who underwent histologically curative resection without any preoperative treatment and received adjuvant chemotherapy or post recurrence chemotherapy preoperative therapy

|                                                              | miR-155 (low expression)<br>n=27 | miR-155 (high expression)<br>n=18 | <i>P</i> -value |
|--------------------------------------------------------------|----------------------------------|-----------------------------------|-----------------|
| Age (years)                                                  | 70.0 ± 8.1                       | 68.7 ± 9.9                        | 0.64            |
| Sex (male / female)                                          | 14 / 13                          | 11 / 7                            | 0.76            |
| Histopathological type (well or moderate / poor)             | 24 / 3                           | 17 / 1                            | 0.64            |
| Tumor size (mm)                                              | 27.9 ± 15.8                      | 29.0 ± 13.0                       | 0.81            |
| Tumor location (head / body or tail)                         | 14 / 13                          | 11 / 7                            | 0.76            |
| Pathological depth of invasion, pT (T1 / T2 / T3)            | 3 / 4 / 20                       | 0 / 0 / 18                        | 0.06            |
| Pathological lymph node metastasis, pN (negative / positive) | 16 / 11                          | 5 / 13                            | 0.07            |
| Pathological stage (IA / IB / IIA / IIB)                     | 3 / 4 / 9 / 11                   | 0 / 0 / 5 / 13                    | 0.08            |

Abbreviations: poor, poorly differentiated; well, well differentiated

Supplementary Table 3. Univariate and multivariate analysis of predictive factors of overall survival in 45 patients with pancreatic ductal adenocarcinoma

|                                                             | Univariate      | Multivariate |           |                 |
|-------------------------------------------------------------|-----------------|--------------|-----------|-----------------|
|                                                             | <i>P</i> -value | Hazard ratio | 95%CI     | <i>P</i> -value |
| Age (years) ( $\geq 72$ / $< 71$ : median)                  | 0.09            | 1.96         | 0.83–4.64 | 0.12            |
| Sex (male / female)                                         | 0.65            |              |           |                 |
| Histopathological type (well or moderate / poor)            | 0.74            |              |           |                 |
| Tumor size (mm) ( $\geq 25$ mm / $< 25$ mm: median)         | 0.50            |              |           |                 |
| Tumor location (head / body or tail)                        | 0.69            |              |           |                 |
| Pathological depth of invasion pT (T1 or T2 / T3)           | 0.03            |              |           |                 |
| Pathological lymph node metastasis pN (negative / positive) | 0.01            |              |           |                 |
| Pathological stage (IA or IB / IIA or IIB)                  | 0.03            | 2.60         | 0.69–9.76 | 0.15            |
| miR-155 expression (average)                                | 0.01            | 2.63         | 1.07–6.46 | 0.04            |

Abbreviations: poor, poorly differentiated; well, well differentiated

Supplementary Table 4. Primers used for qRT-PCR and antibodies used for immunoblotting and immunocytochemistry.

| Gene-specific primers         | Sequences (5' to 3')    |          |                          |
|-------------------------------|-------------------------|----------|--------------------------|
| TP53INP1 forward              | GCACCCTTCAGTCTTTTCCTGTT |          |                          |
| TP53INP1 reverse              | GGAGAAAGCAGGAATCACTTGTA |          |                          |
| RAB27B forward                | TGGATGAGCCAACTGCAAGC    |          |                          |
| RAB27B reverse                | GCCGTTCATTGACTTCCCTCTCG |          |                          |
| ACTB forward                  | TTAAGGAGAAGCTGTGCTACG   |          |                          |
| ACTB reverse                  | GTTGAAGGTAGTTTCGTGGAT   |          |                          |
| Antibody                      | Source                  | Dilution | Purchased from           |
| Anti-CD63<br>(MX-49.129.5)    | Mouse monoclonal        | 1:200    | Santa Cruz Biotechnology |
| Anti-TP53INP1<br>(H-110)      | Rabbit polyclonal       | 1:200    | Santa Cruz Biotechnology |
| Anti-Rab27b<br>(C-20)         | Goat polyclonal         | 1:200    | Santa Cruz Biotechnology |
| Anti- $\beta$ -actin antibody | Rabbit monoclonal       | 1:1000   | Sigma-Aldrich            |

How the deposited data were processed for this re-analysis (not part of the article)

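MiRNA was measured on 1 array of parental Panc1 cells (Panc1-Pt) and on 1 array for each of 3 gemcitabine-resistant clones (Panc1-GR1, Panc1-GR3 and Panc1-GR4). Samples were grouped by the deposited labels and the paper. The clones were taken as replicates of Panc1-GR, and Panc1-Pt had no replicate.

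The authors deposited, for each array, the raw intensity of every spot together with a local background, combined from 3 scanner gains. They also deposited a table of normalized intensity. Each column of that table is a straight line of the raw intensities of the same array, that is, the raw intensity minus a background, times 1 factor. Its columns all have a median of 25 over the valid miRNAs, so the authors' values are scaled to the median, whereas the description of the processing speaks of a mean. The subtracted background was 17.1, 16.2, 14.3 and 14.7 for Panc1-Pt, Panc1-GR1, Panc1-GR3 and Panc1-GR4. The description also speaks of duplicate spots, and each miRNA had 1 spot. All columns with values per sample were used. Spots marked as not good by the scanner software were left out, which concerned 1 miRNA on the Panc1-Pt and 1 on the Panc1-GR1 array.

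From the raw intensity, the background was computed as the mean of the blank spots after leaving out 2.5% at each end, which kept 1186 of 1248 spots. A spot was valid when it exceeded the background by 2 SD. Each array was divided by the mean over its valid miRNAs. Ratios were formed only for miRNAs valid on all 4 arrays, with thresholds of 2.0-fold and 0.5-fold in every clone. For a miRNA valid on every clone array and not on Panc1-Pt, or the reverse, only a lower bound of the ratio was formed: the mean log2 intensity of the valid side against, for each array of the other side, the higher of its lowest valid intensity and the spot's own. On log2 intensities, limma (lmFit and eBayes) was fitted with 2 residual degrees of freedom before moderation, under the assumption that the single Panc1-Pt array varies like the clones, with Benjamini-Hochberg adjustment at 0.05.

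The comparisons and this scaling were fixed before the data were examined. Several scalings were then compared on the deposited values before the final computations were written, so it was known at that point that the authors' values lie closer to the paper. The mean was kept because it had been fixed, and the authors' values are given beside it as an alternative that had been fixed too. The computations were also first run with 5% of the blank spots left out at each end, which comes close to the authors' background, and then set back to the 2.5% fixed before. That background, the scaling to the mean of log2 values, the mean without the brightest miRNA, the authors' values rescaled to the median of the miRNAs valid on all arrays and the average ratio in the authors' values were chosen after seeing the data.

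The alternatives set before the data were examined were normexp background correction (offset 50) with quantile normalization, scaling to the median or the 75th percentile of the miRNAs valid on all 4 arrays, no scaling, quantile normalization, the authors' table, a filter on the dimmest 25%, probes below the limit kept at a floor, each clone left out in turn, the slide, other thresholds (1.5-fold and 3.0-fold), other summaries of the ratios (average, mean intensities, geometric mean), a distance of 50 kb between genes, Student's t-test as the paper names it for continuous variables in general (at 0.05 and 0.01), and an intensity trend with robust moderation in limma. The slide of each array was taken from the array names, which place Panc1-Pt with Panc1-GR1 and the other 2 clones together.

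MiRNA genes within 10 kb of the gene of a listed raised miRNA were found in the NCBI gene table of assembly GRCh38.p14. The table was used for names and neighbours only, because the array files name no assembly. It has no strand, so the planned restriction to the same strand was not applied. Of the 1719 miRNAs, 1650 were matched to a gene, as were 28 of the 30 listed raised miRNAs. A first matching, by hairpin names alone, covered fewer miRNAs and was replaced after its result had been seen. The median of the partners was set against 10000 random lists of the same size matched on mean intensity.

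The limma computation was tested on simulated data for 486 miRNAs with 100 changed. It recovered 3 of them at a true log2 change of 1, 90 at 2 and 100 at 3, with 0, 2 and 4 false calls. The simulation drew independent noise of the same SD (0.463) for every miRNA and array, with no offset between arrays. It therefore cannot test the assumption that the Panc1-Pt array varies like the clones. In 20 simulated lists without a change, 1 lay above the 95th percentile of the random lists, and 20 of 20 lists shifted by 1 on the log2 scale did.

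The miRNAs named are the 6 candidates of Fig. 1E, the 2 lowered and the 3 leading raised miRNAs of Supplementary Table 1, and up to 5 in each direction with the largest average log2 change among those past the threshold in every clone. MiRNAs of a genomic cluster with one of these may be named beside it. Other names were chosen after their values were seen. Quantitative RT-PCR, patient, xenograft and exosome experiments are not analysed here. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.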

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

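The test of the detection limit was set before its result was seen, and its repeat in the authors' values and the choice of the miRNAs outside Supplementary Table 1 came after.

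A total of 51 miRNAs outside Supplementary Table 1 were valid on all 3 Panc1-GR arrays and not on the Panc1-Pt array, a signal in miRNAs that the paper does not discuss. Together with 9 listed miRNAs they make up 60. Of these 60, 7 had a lower bound of at least 2.0-fold over Panc1-Pt, and the largest bound was 3.77-fold. The Panc1-Pt array had the highest limit for a valid spot, 19.8 against 15.6 to 17.7 on the clone arrays. A higher detection limit of the Panc1-Pt array as the source would leave less than 50% of the bounds at 2.0-fold, which held with mean scaling. In the authors' values it did not hold: 27 of 50 such miRNAs reached 2.0-fold. The detection limit and a change in the clones therefore cannot be told apart, since the answer turns on the scaling. In the opposite direction, 58 miRNAs were valid on the Panc1-Pt array alone, and 45 of them had a bound of at least 2.0-fold. In the authors' values these numbers were 70 and 28. With mean scaling, the lowest valid intensity was higher on the Panc1-Pt array than on the clone arrays. A miRNA valid on Panc1-Pt alone then has a bound above 1 by construction, and a miRNA valid on the clones alone can have one below 1. The numbers of the 2 directions therefore cannot be compared. A change of expression under GEM selection stays open and was not tested.

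With mean scaling, 3 miRNAs that Supplementary Table 1 does not list were at 0.5-fold or less on every clone array, a signal in miRNAs that the paper does not discuss. They were hsa-miR-34a, hsa-miR-373* and hsa-miR-3917. Their average ratios in the authors' values were 0.556, 0.406 and 0.501, and there 1 of them, hsa-miR-373*, passed the threshold on every clone array. The total number lowered was 4 with mean scaling, 2 in the authors' values and 26 without scaling, so the scaling changes whether hsa-miR-34a and hsa-miR-3917 pass. The ratios of these miRNAs were below 1 on every clone array under each scaling run, where they were measured. By limma with mean scaling, the adjusted p was 0.997 for hsa-miR-34a, 0.400 for hsa-miR-373* and 0.925 for hsa-miR-3917, each lower on 3 of 3 clone arrays. When the dimmest 25% of miRNAs were left out, only 1 of the 4 lowered miRNAs was still measured. In the authors' values, hsa-miR-373* and hsa-miR-3917 were at 9.64 and 15.5 on the array labelled Panc1-GR3, below the median of 25. Their ratios are therefore less certain. Apart from the scaling and this filter, no technical explanation was tested for the 3 miRNAs. A biological explanation, the selection with GEM, was not tested, since a single Panc1-Pt array was measured.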

How the results depend on the processing

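The background with 5% of the blank spots left out at each end, the scaling to the mean of log2 values, the mean without the brightest miRNA, the authors' values rescaled to the median of the miRNAs valid on all arrays, the average ratio in the authors' values, and the counts of each array against the others with any other scaling than the mean were chosen after seeing the data.

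The numbers of miRNAs raised and lowered in every clone moved with the scaling and with the other choices. They were 1 and 4 with the mean of the valid miRNAs. Scaling to the median of the miRNAs valid on all 4 arrays gave 4 raised and 5 lowered, the 75th percentile 5 and 4, no scaling 0 and 26, quantile normalization 20 and 2, and the authors' values 27 and 2. Background with 5% trimmed gave 2 and 7, the mean of log2 values 20 and 2, and the authors' values rescaled to the common median 6 and 6. The mean without the brightest miRNA gave 4 and 3, and normexp with quantile normalization 0 and 0. The offset added by normexp draws the ratios of dim miRNAs towards 1. Probes at a floor gave 2 and 70, and without the dimmest 25% 1 and 1 were counted. The floor was highest on the Panc1-Pt array, which by itself favours lowered miRNAs. By the average ratio 7 were raised and 19 lowered, and the ratio of mean intensities is the same number where there is a single Panc1-Pt array. By the average ratio in the authors' values, 88 were raised and 3 lowered. A threshold of 1.5-fold gave 10 and 23, and one of 3.0-fold gave 0 and 2. Within the slide that holds Panc1-Pt, where only Panc1-GR1 can be compared, 1 was raised and 97 were lowered. With 1 clone left out in turn, between 1 and 4 were raised and between 10 and 17 lowered. Without replicate 1 the numbers were 4 and 11, without replicate 3 they were 1 and 10, and without replicate 4 they were 1 and 17. Fewer clones have to pass in these settings, which by itself can only add miRNAs.

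Of the listed raised miRNAs, 1 passed in every clone with mean scaling. The number was 4 with the common median, 5 with the 75th percentile, 0 without scaling, 13 with quantile normalization, 23 in the authors' values, 2 with 5% trimmed, 16 with the mean of log2 values, 6 with the authors' values rescaled, 4 without the brightest miRNA, 0 with normexp and 2 with probes at a floor. It was 6 by the average ratio, 30 by the average ratio in the authors' values, 8 at 1.5-fold and 0 at 3.0-fold. With 1 clone left out it lay between 1 and 3, with the 3 reached without replicate 1.

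By limma, 0 miRNAs were higher and 0 lower in Panc1-GR with mean scaling, and 2 and 10 at an unadjusted p under 0.05. These unadjusted numbers, and which direction had more, changed with the scaling: 18 higher and 33 lower with the common median, 33 and 13 with the 75th percentile, 1 and 28 without scaling, 41 and 2 with quantile normalization, 38 and 33 with normexp, and 51 and 3 in the authors' values. After adjustment, higher miRNAs numbered 1 with quantile normalization, 2 in the authors' values, 2 with normexp and 1 without the brightest miRNA. Lower miRNAs after adjustment numbered 1 without scaling, 1 with 5% trimmed and 1 without the brightest miRNA. Student's t-test gave 6 higher and 5 lower at 0.05, 1 and 1 at 0.01, and 0 and 0 after Benjamini-Hochberg adjustment. With the slide as a block, with each clone left out and with an intensity trend, the counts stayed at 0. The cause of these differences was not tested.

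The average ratio of miR-155 was above 1 under every setting run. It was 2.04 with mean scaling, 3.06 with quantile normalization, 3.073 in the authors' values and 3.12 with the mean of log2 values, and 1.33 with normexp, whose offset draws ratios towards 1. The floor for invalid probes and the filter on dim miRNAs cannot move it. With 1 clone left out it lay between 1.60 and 2.36. Its log2 difference by limma was positive under every setting run, and its adjusted p lay between 0.336 and 0.999. Without scaling the ratio of the array labelled Panc1-GR3 was 0.971, and under the other settings run with all clones each clone was above 1. Its rank among the 6 candidates was 2, except for 4 with normexp, and 1 within the slide that holds Panc1-Pt. With 1 clone left out it was between 1 and 2, with rank 1 without replicate 3.

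The median log2 difference of miRNAs near a listed one was 0.25 with mean scaling. It was 0.75 with quantile normalization, 0.87 in the authors' values and 0.86 with the mean of log2 values. It changed sign to -0.097 without scaling and to -0.049 within the slide of Panc1-Pt. With 1 clone left out it was between -0.0038 and 0.36, with the lowest value without replicate 4. Its percentile among random lists, which a scaling factor per array does not change, was 94.99 at 50 kb and 98.37 or more under the other settings.

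The number of miRNAs by which Panc1-Pt stood apart from the other 3 arrays was 5 with mean scaling, 29 in the authors' values and 9 with the common median.

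No paired analysis was possible because Panc1-Pt has a single array and shares fewer than 2 replicate numbers with Panc1-GR. Signal over background limits the results: miRNAs near the limit on the Panc1-Pt array gain or lose a ratio with a small change of the background, as the 486 miRNAs valid on all arrays here and the 521 in the authors' table show.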

Differences from the paper's values

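The paper's number of miRNAs raised at least 2.0-fold is 30, and 1 was found with mean scaling. Of the alternatives set before the data were examined, the authors' table (27) and quantile normalization (20) do not differ by the criterion used, a factor of more than 1.5, and the others do. The paper's number of lowered miRNAs is 2, and 4 were found. Quantile normalization, the authors' table and the 3.0-fold threshold give 2, and the other alternatives differ. Scaling to the mean of log2 values, chosen after seeing the values, gives 20 raised and 2 lowered and drops 14 of the paper's 30 raised and 1 of its 2 lowered miRNAs. The mean without the brightest miRNA, also chosen after seeing the values, gives 3 lowered and drops 1 of the 2. The average ratio in the authors' values, chosen after seeing the values, gives 88 raised and 3 lowered, and drops 0 of the paper's 30 raised and 1 of its 2 lowered miRNAs.

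The paper's average fold of miR-155 is 3.20, and 2.04 was found with mean scaling. The 75th percentile, quantile normalization, the authors' table (3.073), and leaving out replicate 1 or replicate 3 do not differ, and the others do. The mean of log2 values (3.12) and the mean without the brightest miRNA (2.283), chosen after seeing the values, do not differ; with them 14 and 26 of the paper's 30 raised miRNAs are not called.

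Of 21 listed miRNAs with a ratio, 14 differed from the averages of Supplementary Table 1 with mean scaling. They are not 14 separate findings, since a change of scaling moves all miRNAs of an array by about the same factor. From the authors' values to mean scaling, the average ratio went from 3.073 to 2.04 for miR-155 and from 2.23 to 1.49 for hsa-miR-1285. This shared shift lies close to the criterion of 1.5, so small differences decide which miRNAs pass it. The paper's values come first in each pair: hsa-miR-3620 0.34 and 0.207, hsa-miR-29b-1* 5.84 and 3.35, hsa-miR-4721 3.44 and 1.80, hsa-miR-424 3.34 and 2.21, hsa-miR-1202 3.28 and 2.01, hsa-miR-181d 3.12 and 1.99, hsa-miR-4732-5p 2.76 and 1.79, hsa-miR-4685-3p 2.76 and 1.56, hsa-miR-887 2.65 and 1.74, hsa-miR-658 2.61 and 1.54, hsa-miR-1913 2.56 and 1.70, hsa-miR-4710 2.45 and 1.57, and hsa-miR-1285 2.37 and 1.49, beside miR-155 above. For each of them the authors' table and quantile normalization do not differ. The 75th percentile does not differ for these either, except hsa-miR-29b-1*, hsa-miR-4721, hsa-miR-4685-3p and hsa-miR-658. The median of the miRNAs valid on all 4 arrays does not differ for hsa-miR-424, hsa-miR-4732-5p, hsa-miR-887, hsa-miR-1913 and hsa-miR-4710. Without replicate 3, hsa-miR-29b-1*, hsa-miR-424, hsa-miR-1202, hsa-miR-181d, hsa-miR-887, hsa-miR-658, hsa-miR-1913 and hsa-miR-4710 do not differ. Without replicate 1 the same holds for hsa-miR-424, hsa-miR-1202, hsa-miR-181d, hsa-miR-4732-5p, hsa-miR-887 and hsa-miR-1913, and within the slide of Panc1-Pt for hsa-miR-4710. The other alternatives differ. Of the settings chosen after seeing the values, the mean of log2 values leaves none of the 14 apart, the mean without the brightest miRNA no longer differs for 10, and the authors' values rescaled to the common median for 3, with 14, 26 and 24 of the paper's 30 raised miRNAs not called. The other listed miRNAs had no ratio with mean scaling.

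In the authors' deposited values, the average of the 3 clones was at 2.0-fold or more for all 30 listed raised miRNAs. The paper's text does not state whether the threshold applied to the average or to every clone. By clone, 7 of the 30 lay under 2.0-fold on at least 1 clone array, 6 of them on the array labelled Panc1-GR3 and 1 on that labelled Panc1-GR1. In every clone, 4 miRNAs that the list does not hold passed as raised, hsa-miR-625*, hsa-miR-205*, hsa-miR-1260b and hsa-miR-4261, and 1 lowered, hsa-miR-373* (names chosen after their values were seen). Of 31 averages in Supplementary Table 1 that could be recomputed from the authors' values, 1 was matched within 0.01. The ratios that Fig. 1E gives for GR1 matched those of the array labelled Panc1-GR1 for 6 of 6 miRNAs within 0.01. Those that it gives for GR3 matched the array labelled Panc1-GR4 for 6 of 6. Those that it gives for GR4 matched the array labelled Panc1-GR3 for 1 of 6, and no other array. For miR-155 the printed GR4 ratio is about 2.4 in Fig. 1E, and the array labelled Panc1-GR3 gave 2.06.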

Other observations

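The tests of the median scaling, of the array labels, of another scaling factor, of the partners beside a single gene and of each array with any other scaling than the mean were chosen only after the result was seen.

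In the authors' values, 27 miRNAs were raised and 2 lowered in every clone. The authors scaled each array to the median of its own valid miRNAs, and the number of valid miRNAs ran from 729 on the Panc1-Pt array to 938 on the array labelled Panc1-GR4. When the same values were rescaled to the median of the 521 miRNAs valid on all arrays, 6 miRNAs were raised and 6 lowered. Rescaling to a common median centres the ratios near 0 whatever the cause of the excess, so this balance decides nothing. The differing sets of valid miRNAs and a rise of many miRNAs under GEM selection cannot be told apart, since no scaling by the miRNAs themselves can show such a rise. By mean log2 ratio, miR-155 ranked 5 of 486 here and 10 of 521 in the authors' values.

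The ratios printed in Fig. 1E for 1 clone were found on no array. An exchange of the labels Panc1-GR3 and Panc1-GR4 would need all 6 printed GR4 ratios on the array labelled Panc1-GR3, and 1 was there, although the 6 printed GR3 ratios were all on the array labelled Panc1-GR4. Another scaling factor for that array would leave the quotients of printed and recomputed ratio equal within 2%, and the highest was 1.275 times the lowest. Both tests argue against these explanations as the whole cause. Whether the printed ratios come from an array not used here stays open, and no biological explanation was tested. The deposited description of the treatment numbers the clones differently from the array labels and the paper. The labels were followed, so which clone each array holds is not certain.

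Each array was set against the other 3. With mean scaling, 5 miRNAs lay at least 2.0-fold from every other array on Panc1-Pt, 11 on the array labelled Panc1-GR1, 6 on Panc1-GR3 and 5 on Panc1-GR4. All 4 arrays, Panc1-Pt included, thus stood at least as far apart as Panc1-Pt. On the clone arrays these miRNAs all lay in 1 direction, lower on Panc1-GR1 and Panc1-GR3 and higher on Panc1-GR4. The median log2 ratios to Panc1-Pt had the same signs, at -0.44, -0.24 and 0.33. An offset left by the scaling and a difference of single miRNAs cannot be told apart there. In the authors' values the total numbers were 29, 6, 3 and 19. With the common median they were 9, 2, 7 and 4. Panc1-Pt stood farthest apart in both. With 4 splits, chance cannot be excluded.

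Within 10 kb of the genes of the listed raised miRNAs, 18 unlisted miRNAs were valid on all arrays. The hypothesis that neighbouring miRNA genes change together was tested with their median log2 difference, 0.25, which lay at the 99.52 percentile of matched random lists, and 11 of 18 were above 0. Of the 18, 7 lie beside MIR19B1, the gene of the listed hsa-miR-19b-1* (chosen after its values were seen). The median of the other 11 was -0.12, at the 47.38 percentile. The high percentile may therefore rest on this single neighbourhood, and a change of neighbouring miRNAs in general cannot be told apart from it with 18 partners. Without scaling, the median of the 18 was -0.10, so only its place relative to other miRNAs is described. A first matching of miRNA names to genes, which covered fewer of them, had placed the partners near the middle of the random lists. Strand was not used.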
